# Transcriptional Profiling of *Leishmania infantum* Infected Dendritic Cells: Insights into the Role of Immunometabolism in Host-Parasite Interaction

**DOI:** 10.3390/microorganisms10071271

**Published:** 2022-06-22

**Authors:** Maritsa Margaroni, Maria Agallou, Athina Vasilakaki, Dimitra Karagkouni, Giorgos Skoufos, Artemis G. Hatzigeorgiou, Evdokia Karagouni

**Keywords:** *Leishmania infantum*, dendritic cells, transcriptome, metabolism, immune responses

## Abstract

*Leishmania* parasites are capable of effectively invading dendritic cells (DCs), a cell population orchestrating immune responses against several diseases, including leishmaniasis, by bridging innate and adaptive immunity. *Leishmania* on the other hand has evolved various mechanisms to subvert DCs activation and establish infection. Thus, the transcriptional profile of DCs derived from bone marrow (BMDCs) that have been infected with *Leishmania infantum* parasite or of DCs exposed to chemically inactivated parasites was investigated via RNA sequencing, aiming to better understand the host–pathogen interplay. Flow cytometry analysis revealed that *L. infantum* actively inhibits maturation of not only infected but also bystander BMDCs. Analysis of double-sorted *L. infantum* infected BMDCs revealed significantly increased expression of genes mainly associated with metabolism and particularly glycolysis. Moreover, differentially expressed genes (DEGs) related to DC-T cell interactions were also found to be upregulated exclusively in infected BMDCs. On the contrary, transcriptome analysis of fixed parasites containing BMDCs indicated that energy production was mediated through TCA cycle and oxidative phosphorylation. In addition, DEGs related to differentiation of DCs leading to activation and differentiation of Th17 subpopulations were detected. These findings suggest an important role of metabolism on DCs-*Leishmania* interplay and eventually disease establishment.

## 1. Introduction

Leishmaniasis is a vector-borne disease caused by intracellular parasites of the genus *Leishmania* (*L*.) and displays a variety of clinical manifestations from self-healing cutaneous to potentially fatal visceral form [1]. Visceral leishmaniasis is endemic mainly in tropical, subtropical and Mediterranean countries. According to WHO, 310 million people are at risk, about 90,000 are diagnosed with visceral leishmaniasis per year, while the number of deaths is estimated to reach 30,000 annually [2]. *Leishmania* parasites are dimorphic organisms. In the sandfly, the flagellated motile form called promastigote progresses through several morphological stages of differentiation and finally it becomes the non-dividing metacyclic promastigote, the infective form of the parasite that is transmitted from the sandfly to the mammalian host. These parasites are eventually phagocytosed by host’s phagocytes as macrophages [3] and dendritic cells (DCs) [4].

DCs are professional antigen-presenting cells that orchestrate the initiation of immunological responses and the induction of tolerance [5]. In the case of infection, they sense pathogens in their environment through pattern recognition receptors and transport antigens from infected tissue to draining secondary lymphatic organs, where they prime naïve T cells thus linking innate and adaptive immunity [6,7]. Importantly, distinct differentiation stages of DCs are involved in the development of different types of effector T cells or the induction of regulatory T lymphocytes that in turn inhibit the activation of effector T cells. The ability of DCs to drive polarization of different T helper (Th) subsets has been suggested to be orchestrated by the engagement of distinct metabolic pathways [8]. Recent literature shows that infection of DCs with different pathogens results in increasing energy demands, both anabolic and catabolic, driving the cells to use alternative metabolic pathways to support their immune regulatory role [9]. Specifically, differentiated DCs that are capable of priming and activating T cells are dependent on a switch from oxidative phosphorylation to glycolysis [10,11,12,13,14,15,16,17,18,19], mediated by several molecules such as the transcription factor 1a induced by hypoxia (HIF-1a) whose role is to promote the transcription of different enzymes involved with glucose metabolism [20]. 

The interaction between *Leishmania* and DCs via the involvement of different molecules and the participation of multiple signaling pathways leads up to phenotypic and functional alterations in DCs. These changes affect the proper cytokine production by DCs and eventually the activation of T cells which control parasite infection [4]. Thus, it has been shown that different *Leishmania* species affect the immune system in different ways, i.e., inhibition of DCs’ activation, to facilitate their survival inside the host. One strategy is the efficient parasite uptake by DC allowing the pathogen to hide from immune recognition and subsequently to downregulate immune responses by subverting DC signaling, gene expression and immune activation in the effort to successfully establish infection (reviewed in [21] and [22]). Previously, we and others have shown that DCs harboring *L. infantum* parasites are characterized by an immature phenotype and reduced activation, migration properties as well as antigen-presentation capacity. Importantly, these DCs are able to produce the anti-inflammatory cytokine IL-10 driving the differentiation and activation of regulatory T cells that are responsible for visceral disease establishment [23,24]. However, due to the complexity of the interplay between DCs and the parasite, the way the parasite manipulates DCs function to favor survival and replication is not clear yet. 

Systems biology, through high throughput technologies, may contribute to the elucidation of host pathogen interactions. Microarray analyses have examined global changes in gene expression of macrophages and dendritic cells in response to different *Leishmania* species [25,26,27,28]. RNA sequencing, which allows complete coverage of transcriptome, could be an effective tool in investigating the interplay between *Leishmania* and host cells. Until recently, the majority of transcriptome studies concerned macrophages infected with dermotoropic species, i.e., *L. amazonensis*, *L. major* and *L. panamensis* [29,30]. Τhere are few studies concerning dendritic cells and *L. amazonensis* [31,32], whereas no information to our knowledge is available regarding dendritic cells infected with *L. infantum.*

To extend the knowledge regarding the molecular events involved in the systemic immune response to *L. infantum* infection, we conducted transcriptomics using bone marrow derived DCs (BMDCs) that have been likened to in vivo murine iDCs [33]. Comparison of uninfected BMDCs versus infected ones resulted in a very significant increase in glycolytic enzymes along with surface molecules expression that drive T cell exhaustion. On the contrary, BMDCs harboring fixed *L. infantum* promastigotes showed predisposition to TCA cycle followed by a mature phenotype. 

## 2. Materials and Methods

### 2.1. Ethics Statement

Animal usage complied to PD 86/2020-A’ 199 and European Directive 2010/63/EU, and was based on 3 + 1R: Replacement, Reduction, Refinement and Respect. The experimental protocol has been approved by the Institutional Protocol Evaluation Committee and the Official Veterinary Authorities of Attiki’s Prefecture under the license 6381/11-12-2017. Animals’ welfare was assessed by licensed users. Proper actions were adopted to minimize animal pain. 

### 2.2. Mice

For the purposes of the study female BALB/c mice were used at the age of 6–8 weeks old and maintained under SPF (Specific Pathogens Free) conditions at the authorized animal facilities in Hellenic Pasteur Institute (HPI). Animals were housed under standard environmental conditions for this species and were provided with a diet of appropriate food pellets and water ad libitum.

### 2.3. Parasites

*L. infantum* (MHOM/GR/2001/GH8) strain [34], was cultured in vitro at 26 °C in complete RPMI-1640 (Biowest). The medium was supplemented with L-glutamine (2 mM), HEPES (10 mM), NaHCO3 (24 mM), penicillin (100 U/mL), streptomycin (10 µg/mL) and 10% (*v*/*v*) heat-inactivated fetal bovine serum (FBS; Biowest, Riverside, MO, USA). All experiments were conducted using promastigotes till passage five. *L. infantum* parasites maintained infectivity through serial passage in BALB/c mice. Wherever applicable, stationary phase promastigotes were CFSE-labeled (Invitrogen, Carlsbad, CA, USA) according to a protocol applied by Resende et al. [24]. In some cases, stationary phase promastigotes, CFSE-labeled or not, were fixed by exposing them to 0.1% glutarhaldehyde for 10 min. 

### 2.4. Generation of Bone Marrow-Derived Dendritic Cells

DCs were differentiated from murine bone marrow of BALB/c mice according to a protocol described by Lutz et al. [35] and will be referred as BMDCs. On day 8, non- and semi-adherent cells were harvested and phenotypically assayed by staining with PE-conjugated anti-mouse CD11c monoclonal antibody (Table 1). Routinely, the purity of BMDCs cells was superior to 75% and eventually they were used for all the assays described.

### 2.5. In Vitro BMDCs Infection with L. infantum Parasites

On day 8 of culture, BMDCs were collected and seeded in a 24-well plate at a density of 1 × 10^6^/mL. For sorting experiments, BMDCs were seeded in 100 mm Petri dishes. Cells were exposed to live (vGH8) or glutaraldehyde-fixed stationary phase *L. infantum* promastigotes (fGH8) (wherever applicable parasites were previously stained with CFSE) at a ratio of infection 20:1 followed by gentle pipetting to facilitate contact among BMDCs and parasites. Four hours later, non-phagocytosed parasites were removed by gently washing, fresh complete culture medium was added to the wells, and cells were cultured for a total of 24 h. Evaluation of BMDCs infection was conducted with flow cytometry through determination of CFSE^+^ BMDCs. Otherwise, cells were Giemsa stained and the infection of BMDCs was determined microscopically.

### 2.6. BMDCs Phenotypic Analysis by Flow Cytometry

BMDCs placed in 24-well plates (1 × 10^6^ cells/mL) were infected with CFSE-labeled *L. infantum* stationary phase promastigotes or glutaraldehyde-fixed parasites, as described above. Untreated or BMDCs treated with LPS (1 µg/mL) served as negative and positive controls, respectively. Twenty-four hours later, BMDCs were washed with FACS buffer (PBS—3% (*v*/*v*) FBS), labelled with R-PE-conjugated anti-mouse CD40, CD80, CD86, CD200 or CD273 mAbs (Table 1) and incubated in the dark for 30 min at 4 °C. Following staining and washing, cells were run on a FACS Calibur system (Becton-Dickinson, San Jose, CA, USA) equipped with CellQuest software. BMDCs were detected based on phenotypic data (FSC-SSC parameters) and on expression levels of CD11c molecule. CaliBRITE™ beads (BD Biosciences, Erembodegem, Belgium) were used for instrument calibration. All data acquired were processed with FlowJo software version 10.0 (Tree Star Inc., Ashland, OR, USA).

### 2.7. BMDCs-Induced T Cell Proliferation Assay

BMDCs seeded in a 96-well U-bottom plate (4 × 10^5^ cells/mL) were cultured in the presence of *L. infantum* stationary phase promastigotes at a ratio of DCs:parasite 1:20 as described in paragraph 2.5. After washing non-internalized parasites, previously isolated CD4^+^ or CD8^+^ T cells from spleens of naïve BALB/c mice were put in contact with BMDCs at a ratio 5:1 for 96 h. At the final 18 h of culture, cells were pulsed with 0.5 µCi of [^3^H]-thymidine. CD4^+^ or CD8^+^ T cells isolation was conducted with Dynabeads™ Untouched™ Mouse CD4 or CD8 Cells Kit (ThermoFischer Scientific, Rockford, IL, USA) according to instructions of the manufacturer. Then, cells were harvested and the proliferation of CD4^+^ or CD8^+^ T cells was measured by [^3^H]-TdR incorporation with a microplate scintillation counter (Microbeta Trilux, Wallac, Turcu, Finland). All samples were run in triplicate and results are expressed as stimulation index (SI: S.I. = cpm measured in T cells co-cultured with *L. infantum*-infected BMDCs/cpm in T cells co-cultured with naïve BMDCs).

### 2.8. Sorting of Infected or Fixed Parasite-Exposed BMDCs

For RNA extraction experiments, sorting of infected or fixed parasite-exposed BMDCs was required. For this purpose, BMDCs were exposed to CFSE-labelled live or glutaraldehyde-fixed *L. infantum* stationary phase promastigotes. Twenty-four hours later, CD11c^+^ in the case of non-infected or CFSE^+^CD11c^+^ BMDCS in the case of infected or fixed parasite-exposed cells were sorted. Briefly, cells were washed with FACS buffer (PBS—3% (*v*/*v*) FBS) twice and were stained at a density of 50 × 10^6^ cells/mL with PE-conjugated anti-CD11c monoclonal antibody (dilution 1:100). Then, BMDCs were resuspended in PBS containing 1 mM EDTA and 1% FBS at a density of 20 × 10^6^ cells/mL. Cell strainers (40 mm) (Falcon) were used for dissociation of cell aggregates. Subsequently, cells were placed on ice until the sorting was conducted. Sorting of the BMDCs was performed with the help of FACSAria (BD Biosciences, San Jose, CA, USA). Single cells were selected on SSC-H/SSC-W, and FSC-H/FSC-W dot plots. *L. infantum*-infected BMDCs were chosen for sorting by selecting cells double positive for surface CD11c and CFSE fluorescence with the BD FACSDiva^TM^ software (BD Biosciences) in polypropylene tubes (BD Biosciences) previously coated with FBS (18 h at 4 °C). Routinely, the sorting efficiency was >95%. FACSAria performance was assessed using Cytometer Setup and Tracking Beads (CS&T beads, BD Biosciences, Erembodegem, Belgium) and Accudrop technology was implemented to set drop delay value during cell sorting. 

### 2.9. Isolation of RNA, Construction of Library and Sequencing

The isolation of RNA was conducted in two independent biological replicates of non-infected BMDCs and three independent biological replicates of infected or fixed parasite-exposed BMDCs with the use of the Trizol Reagent (Invitrogen, Carlsbad, CA, USA). Qiagen RNeasy mini kit (Qiagen, Hilden, Germany) was used for RNA purification. Concentration and quality control of the isolated RNA were assessed using the ND-1000 Nanodrop microspectophotometer (ThermoFisher Scientific, Wilmington, DE, USA) and the 6000 Nano LabChip kit on the Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Palo Alto, CA, USA). Only RNA samples with RIN number > 7.5 were used for RNA Sequencing (RNA-Seq) using Ion Torrent technology.

### 2.10. RNA Sequencing Data Analysis and Further Downstream Analysis

Transcript level quantification of RNA-Seq samples was performed using Salmon version 1.2.1 [36]. Mouse transcriptome was compiled from GENCODE [37]. Differential Expression Analysis (DEA) was conducted using EdgeR [38], employing quasi-likelihood F-tests. Gene set enrichment analysis (GSEA) of differentially expressed genes (DEGs) was conducted for KEGG pathways [39] and Gene Ontology term downstream analysis [40,41] using the R packages limma [42] and clusterProfiler [43,44], respectively. Gene set enrichment analysis was performed separately for up- and downregulated genes. Benjamini-Hochberg false discovery rate was used for the correction of enrichment *p* values for multiple comparisons and a 0.01 *p*-value threshold was applied. REVIGO was further applied to simplify the list of GO enriched terms obtained by discarding terms with a dispensability value above 0.7 [45]. Visualization of targeted pathway members in KEGG pathways was obtained with Pathview. Network analysis was derived from the String Database [46] using 7 types of evidence. In particular, experiments, text mining, gene fusion, neighborhood, co-expression, databases and co-occurrence as active interaction sources were selected for conducting network analysis. Figure 3, Figures S1, S4 and S5 were produced using R versions 3.6 and 4.0 [47] and ggplot2 [48].

### 2.11. Statistical Analysis

The results were expressed as mean ± standard deviation (SD). GraphPad Prism version 6.0 software (San Diego, CA, USA) was used for conducting statistical analysis. One-way ANOVA with multiple comparisons Tukey–Kramer post hoc test was applied and the value of *p* < 0.05 was considered to be significant for all analyses. 

## 3. Results

### 3.1. Leishmania infantum Parasites Actively Inhibit BMDCs Maturation

Due to controversial results in previous studies regarding DCs infection by *Leishmania* parasites [23,49,50,51,52], we first examined the ability of BMDCs to internalize the promastigote forms of *L*. *infantum* parasites in our experimental system. For this purpose, BMDCs were put in contact with CFSE-labeled parasites at different DCs:parasites ratio, i.e., 1:5, 1:10 and 1:20 for 24 h. CFSE-labeled glutaraldehyde-fixed parasites were used as a control for assessing the potential of BMDCs to internalize dead parasites and for investigating whether parasite internalization is an active process. Flow cytometry analyses documented that BMDCs could effectively phagocytose promastigote forms of the parasite with the highest infection rate detected at 1:20 ratio where about 50% of BMDCs had been infected (Figure 1a). The success of infection was determined further by the effective transformation of *L*. *infantum* promastigotes into amastigotes, the intracellular form of the parasite, inside host BMDCs obtained from parallel in vitro cultures stained with Giemsa (Figure 1b). Interestingly, a similar number of BMDCs were found to be CFSE^+^ after exposure to glutaraldehyde-fixed parasites, supporting the premise that they were also able to phagocytose fixed parasites (Figure 1b). However, microscopic evaluation revealed that BMDCs did not contain any parasite form after a 24 h exposure to fixed parasites (Figure 1b). Thus, the detected fluorescence may have been the result of parasite degradation inside host cell. 

Subsequently, we investigated the effect of *L*. *infantum* amastigotes settlement into BMDCs, through assessment of BMDCs maturation. For this purpose, the expression of CD40, CD80 and CD86 co-stimulatory molecules was determined by flow cytometry with a special focus on BMDCs harboring *L. infantum* amastigotes or having phagocytozed fixed parasites. For each molecule examined, we first analyzed the entire BMDCs populations, irrespective of CFSE staining. Moreover, for the purpose of experimentation, LPS was used as a positive control of BMDCs maturation. Unlike that of LPS, the uptake of *Leishmania* parasites by BMDCs did not obviously upregulate co-stimulatory molecules expression (Figure 2a–c). On the contrary, phagocytosis of fixed *L. infantum* promastigotes induced significant upregulation of CD40 and CD86 molecules, and a slight non-significant increase in CD80 molecule (Figure 2a–c). To characterize the uninfected (bystander) and the infected BMDCs found in the population, results were further analyzed based on CFSE^+^ gating. It must be noted that the percentage of *L*. *infantum*-infected (CFSE^+^) BMDCs expressing CD80 or CD86 were lower compared to naïve BMDCs whereas CD40 expression levels in this population were the same, thus confirming parasites’ stealthy entry (Figure 2d–f). Importantly, the bystander BMDCs population (CFSE^−^) of infected BMDCs did not also exhibit a mature phenotype suggesting that the microenvironment produced by the infected BMDCs negatively affected non-infected bystander BMDCs activation (Figure 2d–f). Similar analyses were performed on BMDCs populations incubated with fixed *Leishmania* parasites. After 24 h of incubation, fixed parasite-harboring BMDCs, as well as their bystander populations, expressed high levels of CD40 molecules (Figure 2d,e). However, in the case of CD80 and CD86, only the bystander population expressed elevated levels of these molecules suggesting that the fixed parasites uptake did not actively induce its expression, whereas the microenvironment created by those cells induced CD80 and CD86 expression in the bystander population (Figure 2f). 

Overall, *Leishmania* may directly interact with BMDCs to induce weak maturation in a minority of cells also affecting the bystander populations by inhibiting their maturation. On the other hand, the interactions between BMDCs and fixed *Leishmania* parasites resulted in strong expression in both bystander and fixed parasites-harboring populations.

### 3.2. Transcriptome-Wide Profiles of Leishmania-Infected and Fixed Parasites-Harboring BMDCs

In order to examine the transcriptional changes that accompanied BMDCs maturation during parasite uptake, special attention was given to specifically sort only BMDCs that harbored parasites (virulent or fixed). The purpose of this was to avoid taking into account uninfected bystander DC populations along with *Leishmania*-hosting BMDCs. Flow cytometry analysis of BMDCs with gating on forward and side scatter and CD11c expression demonstrated that both live and fixed parasites-harboring BMDCs could be detected and distinguished by the presence of CFSE-labelled amastigotes. Thus, with fluorescence-activated cell sorting, we were able to isolate infected BMDCs or BMDCs harboring fixed parasites despite their relative low numbers. Subsequently, total RNA from these populations was extracted for library construction and sequencing. 

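RNA was sequenced from 8 libraries of sorted BMDCs, which are dendritic cells grown from mouse bone marrow. They comprised 2 libraries of naïve BMDCs, 3 of BMDCs infected with live promastigotes and 3 of BMDCs containing fixed promastigotes. The parasites were added at 20 per cell and the cells were collected at 24 h, and fixation used 0.1% glutaraldehyde for 10 min. The paper describes the replicates of each group as independent biological replicates. Itgax, which encodes the sort marker CD11c and lies on chromosome 7 of the mouse genome build mm10 from 128129547 to 128150657, was read in every library. It was at 210.5 and 442.9 normalized CPM in the naïve libraries, at 129 to 286 in the infected libraries and at 81.2 to 160 in the libraries with fixed parasites. Neither exposed group passed edgeR's quasi-likelihood test for this gene, with an adjusted p of 0.512 for infected and 0.167 for fixed-parasite BMDCs against naïve BMDCs.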

The RNA-seq generated ~25 million paired-end 95-bp sequencing reads per sample. Within the sequencing libraries, reads were about equally distributed among the host genome (average: 61%, range: 55.2 to 65.8%) and the *L. infantum* genome (average: 39%, range: 38.4 to 44.8%) (Figure 3a). As expected, in the fixed-parasites containing BMDCs, reads were mapped to the mouse reference genome (average: 99.5%, range: 99.3 to 99.7%), whereas only an average of 0.5% of reads mapped to the *L. infantum* genome indicating that fixed parasites were effectively processed (Figure 3a). 

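The estimated counts deposited by the authors summed to 24731518 and 32271807 in the 2 naïve libraries. They summed to 12132908 to 12315215 (median 12187358) in the 3 infected libraries and to 19017679 to 21530373 (median 20244617) in the 3 libraries with fixed parasites. These totals hold only reads assigned to mouse transcripts, and all values given beside the results rest on them, whereas the paper's 25 M per sample counts sequenced reads. Mitochondrial ribosomal RNA took 0.228% and 0.407% of the counts in naïve libraries, 0.533% to 0.850% in infected libraries and 0.638% to 2.32% in those with fixed parasites. The highest share was that of fixed-parasite replicate 1, which also had the lowest share of ribosomal protein genes, 2.40% against 3.77% to 5.90% in the other 7 libraries. Pseudogenes took 1.88% and 2.09% of the counts in naïve libraries, 3.07% to 3.61% in infected libraries and 1.32% to 2.35% in those with fixed parasites.
The estimated counts per transcript were summed per gene by GENCODE release M21 and rounded to whole numbers, and 1201 of the 140992 transcripts, with 0.215% to 0.267% of the counts, matched no gene of that release. Genes with too few counts were removed with edgeR's filter on the 3 groups, which left 16326 genes. The counts were scaled by the trimmed mean of M values, and each pair of groups was compared with edgeR's quasi-likelihood test on all 8 libraries in 1 fit, with Benjamini-Hochberg adjustment. On counts simulated for infected against naïve BMDCs, the test recovered 0% of the genes changed 2-fold, 23.4% of those changed 4-fold and 75% of those changed 8-fold, so many smaller changes cannot be detected at this number of libraries.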

After exclusion of reads mapped against the *L. infantum* genome, quantification of mouse transcriptome was conducted with Salmon version 1.2.1. Multidimensional scaling (MDS) plot showed that *Leishmania*-exposed (virulent or fixed) and non-infected BMDCs were found at the left and right corner of the plot, respectively, implying different gene regulation to naïve BMDCs (Figure 3b). However, the separation between *Leishmania*-infected and fixed parasite-containing BMDCs was less prominent with the respective populations to cluster towards the lower and upper ends of the second dimension (Figure 3b). 

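In a multidimensional scaling of the 500 leading log2 FCs per pair of libraries, the first dimension held 24% of the variance. It placed both naïve libraries at 2.39, the 3 infected libraries at -0.61 to -1.14 and the 3 libraries with fixed parasites at -0.51 to -0.98. The mean Pearson correlation of log2 CPM across genes was 0.948 for the pair of naïve libraries, 0.904 between naïve and infected libraries and 0.901 between naïve and fixed-parasite libraries. These correlations are across genes, which are not independent replicates, and no test was made of the positions.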

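The second dimension held 19.6% of the variance. The infected libraries lay at -1.37, -1.37 and -0.26, and the libraries with fixed parasites at 2.48, -1.01 and 1.15, so that fixed-parasite replicate 2 lay among the infected libraries. Infected libraries correlated with each other at a mean r of 0.933 across genes, libraries with fixed parasites at 0.912, and infected with fixed-parasite libraries at 0.918. The nearest library was one of the same group for 4 of the 8 libraries on the leading 500 genes, and for 6 of the 8 over all genes and by 1 - r.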

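By average-linkage clustering on 1 - r over all genes tested, the naïve libraries joined each other first, at a height of 0.0521. Infected replicates 1 and 2 joined at 0.0588 and took up fixed-parasite replicate 2 at 0.0615. Infected replicate 3 joined fixed-parasite replicate 3 at 0.0695, and these 5 exposed libraries merged at 0.0771. The naïve pair joined them at 0.0968. Fixed-parasite replicate 1 joined last, at 0.0984.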

Unsupervised hierarchical clustering of expression data also verified the segregation of samples by state (Figure S1). Linear model-based statistical analysis identified an equal number of DEGs (FDR < 0.05), 261 and 241 for *Leishmania*-infected BMDCs and BMDCs containing fixed parasites, respectively, compared to naïve BMDCs (Figure 3c). Out of these DEGs, 152 (~58%) were upregulated by virulent parasite in contrast to 92 DE (~38%) found to be upregulated by fixed parasite. Conversely, 109 (~42%) and 149 DE (~62%) were downregulated by virulent and fixed-parasites, respectively. 

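Against naïve BMDCs, 118 genes rose and 97 fell in infected BMDCs, and 80 rose and 150 fell in BMDCs containing fixed parasites (edgeR's quasi-likelihood test at an adjusted p under 0.05). Mgarp, a mitochondrial protein gene, rose by a log2 FC of 8.07 (standard error 0.99, adjusted p = 0.0101) in infected BMDCs, from 0.202 ± 0.176 to 58.6 ± 17.2 normalized CPM (SD, n = 2 and 3). Abca9, a lipid transporter gene, had the lowest adjusted p of both comparisons, 0.0042 in infected and 0.000236 in fixed-parasite BMDCs. Of the 502 entries of the paper's File S1, 399 were called again in the same direction. At an unadjusted p under 0.05 there were 2867 genes for infected and 2680 for fixed-parasite BMDCs, where chance alone gives 816.
Between infected BMDCs and BMDCs containing fixed parasites, edgeR's test called 0 genes, with 1044 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0715. DESeq2 called 113 genes and limma-voom 3 for this comparison. When a naïve replicate is left out, 1 naïve library remains. Without naïve replicate 2 the calls of infected BMDCs were all lost together, and nearly all those of fixed-parasite BMDCs. A single call lost there therefore tells little of its own gene. For infected BMDCs the 215 calls became 42 and 0 without naïve replicates 1 and 2, 60, 15 and 57 without infected replicates 1 to 3, and 430, 858 and 110 without fixed-parasite replicates 1 to 3. For fixed-parasite BMDCs the 230 calls became 55 and 5 without the naïve replicates, 102 without infected replicate 2, and 468, 448 and 12 without fixed-parasite replicates 1 to 3, while counts rebuilt from the deposited TPM, chosen after seeing the data, gave 0 calls in both.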

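Of the genes called in infected BMDCs, 54.9% were higher than in naïve BMDCs, against 34.8% of those called in BMDCs containing fixed parasites. Those higher in infected BMDCs included Ndrg2, which rose by a log2 FC of 5.76 (standard error 0.88, adjusted p = 0.016 from edgeR's quasi-likelihood test). Gipr, the receptor of a gut hormone, had no read in the naïve libraries and was at least 129-fold higher in infected BMDCs (76.5-fold to 192-fold by single infected libraries), taking 3 counts over the group as the floor. In fixed-parasite BMDCs, Perp rose by a log2 FC of 6.35 (standard error 1.10, adjusted p = 0.0268) and Gsta3, a glutathione transferase gene, by 5.40 (standard error 0.99, adjusted p = 0.0299). With DESeq2, 60.9% and 54.8% of the calls were higher. Without naïve replicate 1 they were 26.2% and 16.4%, and without fixed-parasite replicate 3, 75% of the 12 calls left for fixed-parasite BMDCs were higher.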

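Among the genes that fell in infected BMDCs were Arhgap39, with a log2 FC of -4.0 (standard error 0.76, adjusted p = 0.0358 from edgeR's quasi-likelihood test), and Ptger3, a prostaglandin E receptor gene, with -3.98 (standard error 0.79, adjusted p = 0.0387). Apob, which encodes apolipoprotein B, had no read in the 3 infected libraries and was at least 196-fold lower there, with 3 counts over the group as the floor. Its naïve libraries were at 31.97 and 1.569 normalized CPM, and each alone would give at least 374-fold and 18.4-fold. In BMDCs containing fixed parasites, Gpr34 fell by a log2 FC of -4.71 (standard error 0.76, adjusted p = 0.0196). The macrophage marker genes moved with them: of 17 markers measured, 3 fell in infected and 6 in fixed-parasite BMDCs, and 11 fell in each when adjusted over the list alone. Their median log2 FC was -2.02 and -1.80. The preset-correlation camera test gave an adjusted p of 4.31e-08 and 5.7e-09, and the adjusted p = 0.446 with an estimated correlation in both. Without naïve replicate 2, 0 of these markers were called in either group, and without fixed-parasite replicate 3, 0 were called in fixed-parasite BMDCs.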

Of all these DEGs, 133 were exclusively modulated by the virulent parasite, 100 DE genes (~75%) were upregulated and only 33 DE genes (~25%) were downregulated. However, of the 113 exclusive DE genes modulated by the fixed parasite, only 40 genes were upregulated and 76 were downregulated. 

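In infected BMDCs but not in BMDCs containing fixed parasites, 74 genes were called higher and 23 lower than in naïve BMDCs. Of all genes tested, 78.9% had the same sign in both exposed groups, against 70.3% in groups simulated without any effect and with naïve libraries in common. The 74 higher genes had a median log2 FC of 2.76 in infected and 1.53 in fixed-parasite BMDCs. The 23 lower genes had medians of -1.91 and -1.43. Tested directly between the exposed groups, edgeR's quasi-likelihood test called 0 of these genes, with 56 of the 74 and 4 of the 23 at an unadjusted p under 0.05. The genes were chosen on the same libraries for a call in infected BMDCs alone. This choice favours a difference between the exposed groups, so the medians and these counts are not independent evidence of one. Over all genes the test between the exposed groups gave 102 higher and 11 lower genes with DESeq2, and 3 higher with limma-voom. When only the 2 groups compared were fitted, 579 and 534 genes were called in infected BMDCs alone, in place of 74 and 23. In place of 74 and 23 there were 6 and 6 and 0 and 0 without naïve replicates 1 and 2, 32 and 0, 4 and 0, and 17 and 1 without infected replicates 1 to 3, 116 and 55, 292 and 306, and 56 and 43 without fixed-parasite replicates 1 to 3, and 308 and 201 with DESeq2.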

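In BMDCs containing fixed parasites but not in infected BMDCs, 36 genes were called higher and 76 lower. The 36 higher genes had a median log2 FC of 2.55 in fixed-parasite and 1.87 in infected BMDCs, and the 76 lower genes of -2.47 and -1.48. edgeR's quasi-likelihood test between the exposed groups called 0 of these genes, and 12 of the 36 and 37 of the 76 had an unadjusted p under 0.05. They too were chosen on the same libraries, for a call in fixed-parasite BMDCs alone, which favours such a difference. In place of 36 and 76 there were 4 and 21 and 2 and 3 without naïve replicates 1 and 2, 20 and 71 without infected replicate 2, 106 and 103, 84 and 104, and 0 and 1 without fixed-parasite replicates 1 to 3, and 2 and 13 when only the 2 groups compared were fitted.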

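In both exposed groups 44 genes rose and 74 fell against naïve BMDCs. Independent lists of these lengths would share 0.578 and 0.891 genes. The comparisons use the same naïve libraries. Groups simulated without any effect, also with naïve libraries in common, shared a median of 0 genes in either direction (at most 1 in 50 draws). These draws called a median of 0 genes (at most 3) in each comparison, so their shared count could not show sharing through the controls. Across genes the log2 FCs of the exposed groups correlated at 0.716, against 0.605 in the simulation, with a covariance of 1.45 against 0.466. The 2 naïve libraries were too few to be split, so part of the excess may come from the shared controls. Without naïve replicate 1, 5 genes rose and 25 fell in both by edgeR's quasi-likelihood test, and without naïve replicate 2, none did. There were 14 and 14, 6 and 5, and 17 and 22 without infected replicates 1 to 3, and 128 and 131, 123 and 137, and 9 and 2 without fixed-parasite replicates 1 to 3.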

One hundred and twenty-eight were commonly regulated by both parasites with 52 (~41%) genes upregulated and 76 (~59%) genes downregulated (Figure 3d). 

### 3.3. L. infantum Infection Affects Genes Regulating the Metabolism and Immune Response of BMDCs

STRING analysis for the identified DEGs in infected BMDCs showed a high degree of connectivity between them. Specifically, an independent k-means clustering analysis identified an enrichment of host cell genes encoding molecules involved in metabolic pathways and immune response (Figure S2). 

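Of 20 glycolytic enzyme genes, a list fixed before the data were examined, 7 rose in infected BMDCs and 13 did not pass edgeR's quasi-likelihood test (14 rose when adjusted over the list alone). Pgk1, the gene of phosphoglycerate kinase 1, rose by a log2 FC of 2.99 (standard error 0.49, adjusted p = 0.0209), reaching 1982 ± 998 normalized CPM (SD, n = 3), and shares 54.7% of its sequence words of 31 bases with its retrogene Pgk1-rs7. Of 29 targets of the hypoxia-inducible factor HIF-1 outside glycolysis, 14 rose and 15 did not pass. Gys1, a glycogen synthase gene, rose by 2.95 (standard error 0.30, adjusted p = 0.00838) and Ak4, an adenylate kinase gene, by 3.82 (standard error 0.51, adjusted p = 0.012).
The median log2 FC was 1.75 for the glycolytic list and 2.37 for the HIF-1 list, with an adjusted p of 7.2e-11 and 9.67e-18 from camera with a preset correlation, and adjusted p = 0.309 with an estimated correlation for each. The paper's File S1 holds 8 of the 20 and 14 of the 29 genes, so these counts are not independent evidence of direction. Without naïve replicates 1 and 2, 1 and 0 glycolytic genes rose, without infected replicates 2 and 3, 1 and 2, and without fixed-parasite replicate 2, 11. Of the HIF-1 targets, 2 and 0 rose without naïve replicates 1 and 2, and 2 and 8 without infected replicates 2 and 3. The neutrophil marker S100a8 was at 104 ± 69.0 normalized CPM in infected BMDCs and 48.4 ± 9.31 in naïve BMDCs (adjusted p = 0.307), with 183.5 in infected replicate 1.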

Regarding metabolism, the majority of those genes encoded enzymes participating in the glycolysis pathway. Specifically, infection induced expression of genes encoding glucose transporter GLUT1 (slc2a1) and monocarboxylate transporter MCT4 (slc16a3). Furthermore, several glycolytic enzymes such as phosphofructokinase (pfkl), fructose-biphosphate aldolase a (aldoa), enolase 1, enolase 1b and enolase 2 (eno1, eno1b, eno2) and triose phosphate isomerase 1 (tpi1) were induced (Figure 4, File S1A). 

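Slc2a1, on chromosome 4 of mm10 from 119108711 to 119137983, rose from 39.7 ± 2.48 normalized CPM in naïve BMDCs to 187 ± 36.8 in infected BMDCs (SD, n = 2 and 3). This is a log2 FC of 2.24 (standard error 0.33, adjusted p = 0.0141 from edgeR's quasi-likelihood test). Slc16a3 rose from 65.0 ± 27.8 to 365 ± 171, a log2 FC of 2.49 (standard error 0.46, adjusted p = 0.032). Both calls were lost without naïve replicate 1, naïve replicate 2 or infected replicate 2, and 1 was lost without infected replicate 3 or fixed-parasite replicate 3. The loss without naïve replicate 2 is not particular to these genes, as every call in infected BMDCs was lost there.

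**Figure D1:**
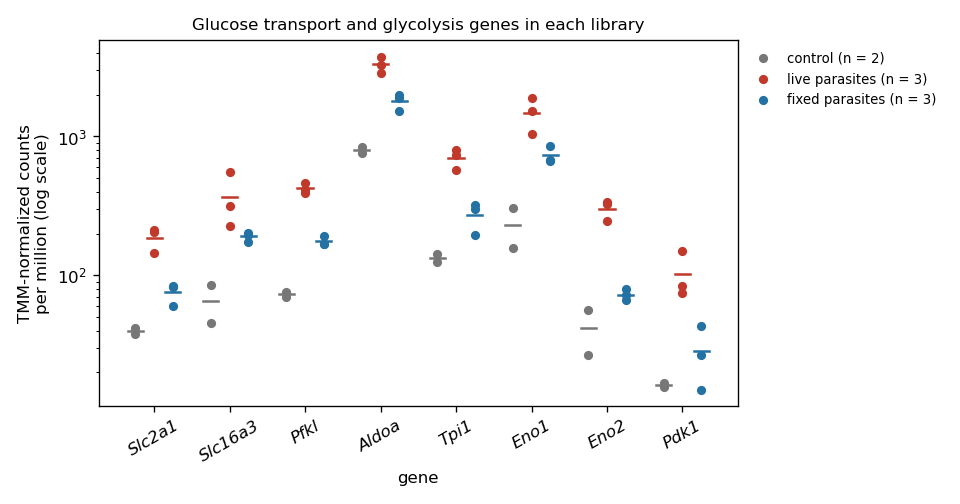
Normalized CPM of 8 glucose metabolism genes in each library, on a log axis, with points for libraries and bars for group means of naïve BMDCs, infected BMDCs and BMDCs containing fixed parasites. Slc2a1 has group means of 39.7, 187 and 75.4.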

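Pfkl rose from 72.9 ± 4.31 normalized CPM in naïve BMDCs to 423 ± 36.3 in infected BMDCs (SD, n = 2 and 3), a log2 FC of 2.54 (standard error 0.32, adjusted p = 0.0101 from edgeR's quasi-likelihood test). Eno2, with a log2 FC of 2.86 (standard error 0.40, adjusted p = 0.0123), and Tpi1, with 2.40 (standard error 0.38, adjusted p = 0.0179), rose as well. Aldoa rose from 802 ± 53.5 to 3302 ± 444, a log2 FC of 2.04 (standard error 0.38, adjusted p = 0.0307). Eno1 and Eno1b rose by 2.67 and 2.78 (adjusted p = 0.0241 and 0.0157). Of the 31-base words of Eno1b, 89.2% occur in other genes and 81.8% in Eno1, so the division of reads between them is uncertain. Of these 6 calls, 1, 0, 1 and 2 held without naïve replicates 1 and 2 and infected replicates 2 and 3, and 3 held with an offset for transcript length.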

Importantly, we detected that *L. infantum* infection induced upregulation of the transcript encoding glyoxylate/hydroxypyruvate reductase (Grhpr), an enzyme promoting the metabolism of pyruvate to lactate, as well as the transcript Pdk1 that encodes for the pyruvate dehydrogenase kinase isoenzyme 1, which inactivates pyruvate dehydrogenase (Figure 4, File S1A). It is known that pyruvate dehydrogenase metabolizes pyruvate—the end product of glycolysis—to acetyl-CoA. However, in the pyruvate dehydrogenase’s absence, pyruvate is metabolized into lactate via activation of lactate dehydrogenase, further suggesting that in this case *L. infantum* infection stimulated DCs metabolism shift to aerobic glycolysis. 

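Grhpr rose from 4.93 ± 0.684 normalized CPM in naïve BMDCs to 31.7 ± 10.9 in infected BMDCs (SD, n = 2 and 3), a log2 FC of 2.68 (standard error 0.43, adjusted p = 0.0193 from edgeR's quasi-likelihood test). Pdk1 rose from 16.3 ± 0.795 to 103 ± 40.8, a log2 FC of 2.65 (standard error 0.49, adjusted p = 0.0304). Neither call held without naïve replicate 1, naïve replicate 2 or infected replicate 2, and 1 held without infected replicate 1 or 3. With an offset for transcript length 1 held.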

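Of 24 genes of the TCA cycle and of pyruvate entry, 1 rose in infected BMDCs, 1 fell and 22 did not pass edgeR's quasi-likelihood test (1 rose and 4 fell when adjusted over the list alone). The one that rose was Pcx, the gene of pyruvate carboxylase, with a log2 FC of 2.60 (standard error 0.54, adjusted p = 0.0481). This rise was not called with an offset for transcript length, with the replicate number as a block or with limma-voom. Fh1, which encodes fumarate hydratase, fell with -2.35 (adjusted p = 0.0123). The median log2 FC of the list was -0.44, with an adjusted p of 0.0362 by camera with a preset correlation and adjusted p = 0.52 with an estimated correlation. The Pcx call was lost when any 1 naïve or infected library, or fixed-parasite replicate 3, was left out, and that of Fh1 without naïve replicate 2 or infected replicate 2. From the higher transporters and glycolytic enzymes, together with Grhpr and Pdk1, the paper reasons that pyruvate is turned into lactate and proposes a shift of DC metabolism to aerobic glycolysis.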

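Scd2 was at 98.9 ± 13.1 normalized CPM in naïve BMDCs and at 280 ± 22.8 in infected BMDCs (SD, n = 2 and 3). Its log2 FC of 1.5 (standard error 0.33) had an adjusted p of 0.0552 from edgeR's quasi-likelihood test, and it passed without fixed-parasite replicate 1 or 2, and with DESeq2 and limma-voom. Of 12 genes of fatty acid synthesis and desaturation, 0 passed this test in infected BMDCs, 4 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower and limma-voom 1 higher.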

Downstream in this pathway, we observed increased levels of the gene that encodes for stearoyl-CoA desaturase 2 (scd2). This enzyme is responsible for converting stearoyl-CoA to oleyl-CoA and thus regulating monounsaturated: saturated fatty acids ratio. Moreover, we detected downregulation of “ATP-binding cassette transporter A9” encoding gene (abca9) that holds a key role in oxysterol production and thus in inhibition of cholesterol accumulation via mediating the efflux of the sterol 27-hydroxylase (cyp27a1) along with cellular cholesterol and phospholipids (Figure 4, File S1A). Thus, the parasite may modulate the biosynthesis of fatty acids while it enhances cholesterol uptake accompanied by decreased cholesterol efflux, increasing the possibility of cholesterol accumulation within infected BMDCs. 

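Abca9 fell from 80.5 ± 15.1 normalized CPM in naïve BMDCs to 4.82 ± 1.06 in infected BMDCs (SD, n = 2 and 3). Its log2 FC was -4.06 (standard error 0.36, adjusted p = 0.0042 from edgeR's quasi-likelihood test). Cyp27a1 fell from 179 ± 23.1 to 44.8 ± 7.78, a log2 FC of -2.0 (standard error 0.31, adjusted p = 0.0179). Of 12 genes of cholesterol efflux and oxysterols, these 2 fell and 10 did not pass, and of 21 genes of cholesterol synthesis and uptake 0 passed (5 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma-voom). Apoe, an apolipoprotein gene that macrophages express strongly, was at 1744 ± 124 in naïve and 289 ± 256 in infected BMDCs (adjusted p = 0.0951). Both calls were lost without naïve replicate 2, and 1 without naïve replicate 1 or any infected replicate.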

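Pla2g4f was at 10.8 ± 0.51 normalized CPM in naïve BMDCs and at 132 ± 59.9 in infected BMDCs (SD, n = 2 and 3), a log2 FC of 3.61 (standard error 0.53, adjusted p = 0.0141 from edgeR's quasi-likelihood test). Pla2g12a went from 15.4 ± 0.0816 to 46.2 ± 8.47, a log2 FC of 1.58 (standard error 0.29, adjusted p = 0.0304). Of 14 phospholipase and eicosanoid enzyme genes, these 2 rose, 1 fell and 11 did not pass. The one that fell was Tbxas1, the gene of thromboxane synthase (log2 FC -2.14, adjusted p = 0.0424), a call lost without any 1 naïve or infected library or fixed-parasite replicate 3, with an offset for transcript length and with limma-voom. Both rises were lost without naïve replicate 1, naïve replicate 2 or infected replicate 2, and 1 without infected replicate 1 or 3, fixed-parasite replicate 3 or with an offset for transcript length.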

Further, we detected a significant increase in the genes encoding the Cytosolic Phospholipase A2 Zeta (Pla2g4f) as well as secreted Phospholipase A2 (Pla2g12a) suggesting that *Leishmania* parasite induced the biosynthesis of the arachidonic acid (AA) cascade involved in the release of polyunsaturated fatty acids (Figure 4, File S1A). 

It has been shown that in order for the BMDCs to be activated, they have to incorporate pyruvate into their mitochondrial TCA cycle. Otherwise, TCA prevention limits BMDCs maturation and cytokine production upon microbial stimulation resulting in induction of immune responses mediated by regulatory or Th17 rather than Th1 and Th2 populations (reviewed in [8]). In agreement with this, in *L. infantum*-infected BMDCs, only a few genes encoding for immunology-related genes were detected. These were involved in DCs-T cells interaction through antigen presentation via MHC class I and II molecules, as evidenced by the increased expression of H2-Q1 and H2-M molecules (H2-M2), respectively, as well as induction of T cell tolerance with increased levels of genes encoding for HAVCR1 and CEACAM1 surface molecules. 

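H2-Q1 rose from 18.9 ± 0.234 normalized CPM in naïve BMDCs to 73.6 ± 23.7 in infected BMDCs (SD, n = 2 and 3), a log2 FC of 1.96 (standard error 0.39, adjusted p = 0.0416 from edgeR's quasi-likelihood test). Ceacam1 rose from 20.4 ± 0.116 to 57.2 ± 11.7, a log2 FC of 1.49 (standard error 0.29, adjusted p = 0.0373). H2-M2 was at 119 ± 67.8 and 472 ± 89.2 (adjusted p = 0.0562), and Havcr1 at 0.877 ± 0.309 and 15.3 ± 6.51 (adjusted p = 0.051). H2-Q1 shares 24.1% of its 31-base words with other genes, including H2-Q2, and Ceacam1 37.6%, including Ceacam2. Of 18 genes of MHC class I presentation, 1 rose and 17 did not pass (11 rose when adjusted over the list alone), and of 13 genes of class II presentation 0 passed (2 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). Neither call held without any 1 naïve or infected library or fixed-parasite replicate 3, whereas all 4 genes passed without fixed-parasite replicate 1 or 2.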

Moreover, there was significant downregulation of the gene encoding DC-SIGN (cd209c). 

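Cd209c, on chromosome 8 of mm10 from 3940222 to 3954746, was at 15.95 and 188.6 normalized CPM in the 2 naïve libraries and at 2.97 ± 1.46 in infected BMDCs (SD, n = 3). It fell by a log2 FC of -5.11 (standard error 0.87, adjusted p = 0.0241 from edgeR's quasi-likelihood test), and shares 24.7% of its 31-base words with other genes. The 18 C-type lectin genes of DCs and macrophages that were measured had a median log2 FC of -1.86. Of these, 5 fell and 13 did not pass (13 fell when adjusted over the list alone), among them Mgl2, from 378 ± 320 to 9.89 ± 11.4, and Clec10a, from 90.9 ± 60.5 to 5.49 (adjusted p = 0.0319 and 0.0239). The adjusted p from camera was 6.33e-08 with a preset correlation, and adjusted p = 0.309 with an estimated correlation, and the paper's File S1 holds 5 of the 18.
The macrophage markers C1qa, a complement gene, and Adgre1, the gene of F4/80, fell with the lectins, from 247 ± 30.7 to 17.4 ± 12.7 and from 417 ± 159 to 105 ± 7.52 (adjusted p = 0.027 and 0.0241). The Cd209c call was lost without naïve replicate 2 or any infected replicate, and with limma-voom. In place of 5 lectins, 3, 0, 1, 2, 0, 7, 11 and 3 fell without naïve replicates 1 and 2, infected replicates 1 to 3 and fixed-parasite replicates 1 to 3.

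**Figure D2:**
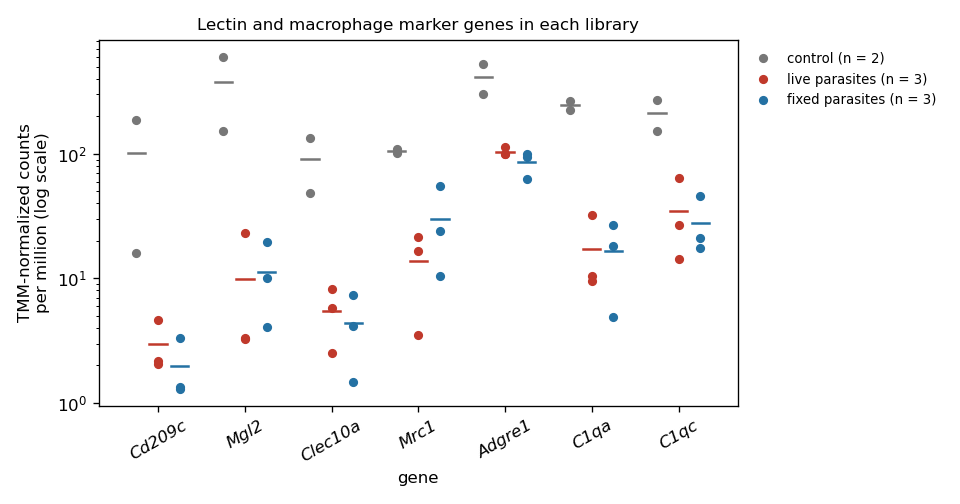
Normalized CPM of 4 lectin and 3 macrophage marker genes in each library, on a log axis, with points for libraries and bars for group means of naïve BMDCs, infected BMDCs and BMDCs containing fixed parasites. The 2 naïve libraries differ for Cd209c, at 15.95 and 188.6.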

DC-SIGN is a lectin that holds an important role in DCs-neutrophil crosstalk and migration of DCs through binding to ICAM-2 which is located in the blood and lymphatic vascular bed (Figure 4, File S1A). The downmodulation of DC-SIGN may further result to abortive interactions among DCs and T cells, since the DC-SIGN binding to lymphocyte ICAM-3 could be hampered. 

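Ifngr1 fell from 335 ± 35.5 normalized CPM in naïve BMDCs to 75.7 ± 13.8 in infected BMDCs (SD, n = 2 and 3), a log2 FC of -2.14 (standard error 0.29, adjusted p = 0.012 from edgeR's quasi-likelihood test). Of 34 cytokine and pattern recognition receptor genes, 1 rose and 2 fell, and 31 did not pass (2 rose and 12 fell when adjusted over the list alone). The other gene that fell was Il1rl2, an IL-36 receptor gene (log2 FC -2.66, standard error 0.45, adjusted p = 0.0242), and the one that rose was Il15ra (log2 FC 1.95, adjusted p = 0.0249). The list's median log2 FC was -0.68, with an adjusted p of 0.00024 from camera with a preset correlation and adjusted p = 0.52 with an estimated correlation. The macrophage marker Fcrls fell with them (log2 FC -3.94, adjusted p = 0.0141). Without naïve replicates 1 and 2, infected replicates 1 and 2 and fixed-parasite replicate 2, the 2 receptor genes that fell became 0, 0, 1, 0 and 11. The calls of Il1rl2 and Il15ra were both lost without either naïve replicate or infected replicate 1 or 2, and 1 of them without infected replicate 3. The Ifngr1 call was lost without naïve replicate 1, naïve replicate 2 or infected replicate 2, and with an offset for transcript length.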

Consistent with this was also the reduced transcription level of ifngr1 that encodes the receptor for IFNγ. Surprisingly, modulation of cytokine genes was restricted to increased levels of molecules involved in dendritic cells activation leading to a pro-inflammatory response. Specifically, we detected increased levels of il1f9, mif and inos genes encoding IL-36γ cytokine, MIF chemokine and iNOS, respectively (Figure S2 and Figure 4, File S1A). 

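Nos2, which encodes iNOS, had 3 counts over the 2 naïve libraries and 163, 354 and 793 counts in the infected libraries. This is a ratio of 741 (95% interval from counting error alone 253 to 3595), and the adjusted p was 0.0141 from edgeR's quasi-likelihood test. Mif rose from 30.5 ± 5.65 normalized CPM to 203 ± 44.3 (SD, n = 2 and 3), a log2 FC of 2.74 (standard error 0.54, adjusted p = 0.0387), and 60.5% of its 31-base words occur in other genes. Il1f9 was at 2.87 ± 0.872 and 16.9 ± 5.85 (adjusted p = 0.0582). Of 29 cytokine and chemokine genes, 2 rose and 27 did not pass (7 rose and 2 fell when adjusted over the list alone), and Lif, a cytokine of the IL-6 family, was the other one that rose (log2 FC 2.78, adjusted p = 0.027), a call lost without any 1 naïve or infected library. The count of 2 became 0 without any of these, 6 without fixed-parasite replicate 1 or 2 and 1 without fixed-parasite replicate 3. Of the Nos2 and Mif calls, 0 held without naïve replicate 1, naïve replicate 2 or infected replicate 2, and 1 without infected replicate 1 or 3 or fixed-parasite replicate 3, while Il1f9 passed without fixed-parasite replicate 1 or 2.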

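Several genes that moved in infected BMDCs were called in BMDCs containing fixed parasites as well. Abca9 had a log2 FC of -5.81 there, Cyp27a1 of -2.79, Cd209c of -5.69 and Ifngr1 of -2.0 against naïve BMDCs, with an adjusted p of 0.000236, 0.00668, 0.0195 and 0.0147 from edgeR's quasi-likelihood test. The Cd209c call in fixed-parasite BMDCs was lost without fixed-parasite replicate 3, with limma-voom and when only the groups compared were fitted. Pla2g4f, Pla2g12a and H2-Q1 had 3.93, 1.44 and 1.86 (adjusted p = 0.0137, 0.0397 and 0.0475). Grhpr and Pdk1 had 1.30 and 0.79 (adjusted p = 0.137 and 0.415), Mif 1.23 (adjusted p = 0.251) and Nos2 2.02 ± 1.82 normalized CPM (SD, n = 3, adjusted p = 0.0756). When the difference between the exposed groups was tested itself, edgeR's test called 0 genes, DESeq2 113, Pdk1 among them, and limma-voom 3. edgeR gave an adjusted p of 0.278 for Abca9, 0.278 for Nos2, 0.569 for Mif and 0.364 for Pdk1.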

Importantly, Venn diagrams revealed that the aforementioned molecules were exclusively up- or downregulated, in *Leishmania*-infected BMDCs. Taken together, the above data suggest that the immune-related genes regulation could prevent T cells from proper activation, thus impeding their proliferation and their development to end-stage lymphocytes demonstrating either effector or regulatory functions.

In order to further characterize *Leishmania*-infected BMDCs, the expression of CD200 and CD273, also known as immune checkpoint molecules, was assessed. Flow cytometry analysis revealed that infection of BMDCs with vGH8 resulted in statistically increased expression of CD200 and CD273 on BMDCs’ surface (Figure 5a). The signaling pathways associated with these immune checkpoint molecules are associated with the phenomenon of T cell exhaustion. The expression of CD200 (Figure 5b) and CD273 (Figure 5c) was found exclusively in infected and not in bystander BMDCs, indicating that infected cells could not affect neighboring bystander BMDCs. The impaired DC-T cell interaction was also supported by the finding that CD4^+^ and CD8^+^ T cells co-cultured with *L. infantum*-infected BMDCs showed significantly decreased proliferation capacity compared to those co-cultured with BMDCs that had not been exposed to the parasite, indicating T cell exhaustion (Figure 5d). 

### 3.4. Fixed Parasites Induced the Activation of BMDCs into Th17-Promoting Cells

Similar to STRING analysis of *Leishmania*-infected BMDCs, analysis of fixed parasites-harboring BMDCs revealed the existence of two clusters with a high degree of connectivity between them. These clusters contained DEGs that were involved mainly in immune response (Figure S3). In fact, transcriptome analysis of fixed parasites containing BMDCs suggested that phagocytosis of fixed parasites by BMDCs induced energy production through TCA cycle and oxidative phosphorylation. This was proven by the upregulated transcript encoding pyruvate carboxylase (Pcx) that leads pyruvate to be metabolized to acetyl-CoA through TCA cycle (Figure 6, File S1B). Moreover, the expression of NADH:Ubiquinone oxidoreductase core Subunit 6 (mt-Nd6) as well as cytochrome c oxidase assembly protein 18 (Cox18) that belong to NADH dehydrogenase (Complex I) and complex IV of the mitochondrial membrane respiratory chain, respectively, further supported this (Figure 6, File S1B). Moreover, we detected similar downregulation of abca9 and cyp27a1 as well as increased levels of Pla2g4 as well as Pla2g12a that belong to lipid biosynthesis pathways compared to *L. infantum*-infected BMDCs (Figure 6, File S1B). 

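Pcx was at 3.81 ± 0.35 normalized CPM in naïve BMDCs and at 28.4 ± 16 in BMDCs containing fixed parasites (SD, n = 2 and 3), a log2 FC of 2.90 (standard error 0.55, adjusted p = 0.0332 from edgeR's quasi-likelihood test). The difference from infected BMDCs, at 23.1 ± 9.02, was a log2 FC of -0.30 (adjusted p = 0.963). Of 24 genes of the TCA cycle and of pyruvate entry, Pcx rose, Fh1 fell (log2 FC -2.08, adjusted p = 0.0195) and 22 did not pass. The list's median log2 FC was -0.05. The Fh1 call was lost without fixed-parasite replicate 3. The calls of Fh1 and Pcx were both lost with an offset for transcript length, with the replicate number as a block and when only the groups compared were fitted. That of Pcx was lost with limma-voom as well. The Pcx call was lost without either naïve replicate, infected replicate 2 or 3, or fixed-parasite replicate 3.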

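mt-Nd6 rose from 2.72 ± 0.038 normalized CPM in naïve BMDCs to 33.3 ± 11.1 in BMDCs containing fixed parasites (SD, n = 2 and 3), a log2 FC of 3.61 (standard error 0.46, adjusted p = 0.0113 from edgeR's quasi-likelihood test). In infected BMDCs it was at 16.9 ± 6.17 (log2 FC 2.63, adjusted p = 0.0239). It lies on the mitochondrial genome from 13552 to 14070. Cox18 was at 7.95 ± 0.353 and 30.2 ± 4.95, a log2 FC of 1.92 (standard error 0.41, adjusted p = 0.0503). Of 13 mitochondrially encoded subunits, mt-Nd6 rose and 12 did not pass, with a median log2 FC of -0.54, and of 70 nuclear-encoded subunits of the respiratory chain and ATP synthase 0 passed (10 at an unadjusted p under 0.05, 1 higher and 2 lower by DESeq2 and 0 by limma-voom). Neither gene was called without naïve replicate 1 or 2. Cox18 passed without infected replicate 3 or fixed-parasite replicate 1 or 2.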

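In BMDCs containing fixed parasites, Abca9 was at 1.43 ± 0.474 normalized CPM and Cyp27a1 at 25.8 ± 7.27 (SD, n = 3), and Pla2g4f at 164 ± 81.7 and Pla2g12a at 41.9 ± 4.43. All 4 were called against naïve BMDCs by edgeR's quasi-likelihood test. Between infected and fixed-parasite BMDCs their log2 FCs were 1.75, 0.79, -0.31 and 0.14, with an adjusted p of 0.278, 0.685, 0.951 and 0.977. Of 12 genes of cholesterol efflux and oxysterols, 3 fell and 9 did not pass. The third was Apoe, at 105 ± 61.3 (log2 FC -4.05, adjusted p = 0.0291 against naïve BMDCs), a call lost without either naïve replicate, infected replicate 2 or fixed-parasite replicate 3. Of the calls of Abca9 and Cyp27a1, 1 was lost without naïve replicate 2 or fixed-parasite replicate 3, and both phospholipase calls without either naïve replicate and 1 without any infected replicate or fixed-parasite replicate 3.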

Interestingly, internalization of fixed parasites clearly did not induce the expression of enzymes associated with the glycolysis pathway, suggesting that only the live parasite actively regulated the induction of anaerobic glycolysis metabolism.

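In BMDCs containing fixed parasites, 0 of 20 glycolytic enzyme genes passed edgeR's quasi-likelihood test against naïve BMDCs. Of these, 9 had an unadjusted p under 0.05, DESeq2 called 7 and limma-voom 1, and 7 rose when adjusted over the list alone. Pfkl was at 176 ± 14.6 normalized CPM (SD, n = 3), a log2 FC of 1.27 (adjusted p = 0.062), and Eno1 at 732 ± 106, a log2 FC of 1.66 (adjusted p = 0.0885). Slc16a3 had a log2 FC of 1.56 (adjusted p = 0.114). The median of the list was 0.83, with an adjusted p of 0.00104 from camera with a preset correlation and adjusted p = 0.513 with an estimated correlation.
Tested between infected and fixed-parasite BMDCs, the 20 genes had a median log2 FC of 1.00 and 0 passed over all genes, with 12 at an unadjusted p under 0.05, 5 called by DESeq2 and 0 by limma-voom. When adjusted over the list alone, 12 were higher in infected BMDCs. camera gave an adjusted p of 1.9e-11 with a preset correlation and adjusted p = 0.309 with an estimated correlation. The 14 neutrophil markers had a median log2 FC of 1.96 in that comparison, and 9 were higher when adjusted over the list alone, while S100a8 and S100a9 had 2.38 and 2.77 (adjusted p = 0.278 for both). From the lack of induction of these enzymes by fixed parasites, the paper proposes that only the live parasite regulates this metabolism.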

Among the up-regulated DEGs, those encoding for pro-inflammatory IL-6 and IL-23 cytokines, which act synergistically for Th17 cells differentiation were listed, supporting the activation of BMDCs (Figure 6, File S1B). 

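Il6 rose from 5.84 ± 2.85 normalized CPM in naïve BMDCs to 47.8 ± 19.6 in BMDCs containing fixed parasites (SD, n = 2 and 3), a log2 FC of 3.03 (standard error 0.51, adjusted p = 0.0241 from edgeR's quasi-likelihood test). In infected BMDCs it was at 26.2 ± 7.94 (log2 FC 2.17, adjusted p = 0.0592), and the difference between the exposed groups had an adjusted p of 0.788. Il23a had 0 and 5 counts in the naïve libraries, 0, 0 and 18 in the infected libraries and 0, 0 and 0 in the libraries with fixed parasites, too few for the filter, so it was not tested. Lif rose beside Il6 among the 29 cytokine and chemokine genes (log2 FC 3.19, adjusted p = 0.0196), while 2 fell and 25 did not pass. Without fixed-parasite replicate 3 none of these rises or falls was called. Without fixed-parasite replicates 1 and 2, 6 and 4 genes of the list rose. The Il6 call was lost without either naïve replicate or fixed-parasite replicate 3.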

Importantly, genes that are actively involved in inflammatory reactions and thus BMDCs activation such as Ccl3, Tnf, Ifngr1, Nlrp3, Ccrl2, Tlr2, Il1rl1 and Il1rl2, were significantly downregulated (Figure 6, File S1B). Thus, these data potentially suggest the terminal differentiation of BMDCs to cell populations driving differentiation of T cells to Th17 populations.

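Of these 8 genes, 7 fell in BMDCs containing fixed parasites against naïve BMDCs. Ccl3 fell from 180 ± 89.8 to 21.3 ± 6.86 normalized CPM (SD, n = 2 and 3), a log2 FC of -3.08 (standard error 0.49, adjusted p = 0.0196 from edgeR's quasi-likelihood test), and Tnf from 74.7 ± 39.7 to 11.5 ± 3.03, a log2 FC of -2.70 (standard error 0.52, adjusted p = 0.0332). Nlrp3, Ccrl2, Il1rl1 and Il1rl2 had -2.81, -2.40, -4.33 and -2.33 (adjusted p = 0.0332, 0.0422, 0.0408 and 0.0332). Tlr2 was at 282 ± 111 and 92 ± 27.1, a log2 FC of -1.62 (adjusted p = 0.0569).
Of 34 receptor genes, 6 fell and 1 rose (15 and 2 when adjusted over the list alone), with a median log2 FC of -1.11. The adjusted p from camera was 3.18e-06 with a preset correlation, and adjusted p = 0.446 with an estimated correlation. Without fixed-parasite replicate 3 none of these receptor calls was made. When only these 2 groups were fitted, 2 receptor genes fell and 0 rose. Of the neutrophil markers, 2 of 14 fell, Csf3r and Retnlg (log2 FC -2.99 and -4.33), and neither was called without fixed-parasite replicate 3. Csf3r is also among the 6 receptor genes that fell. The macrophage marker C1qa fell too, to 16.7 ± 11.1 (adjusted p = 0.0268). Of the 7 calls, 1 and 0 held without naïve replicates 1 and 2, 0 without fixed-parasite replicate 3, and 3 when only these 2 groups were fitted.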

### 3.5. GO Analysis

We next used Gene Ontology (GO) systems of classification to decipher how the cellular responses evoked against infection. This analysis resulted in 93 enriched GO terms and applied to upregulated genes only (File S2A). REVIGO was used to further reduce these terms to a non-redundant set of 47 representative terms (Figure 7). Results revealed significant enrichment of terms associated with pyruvate, nucleotide and amino acid metabolic processes as well as the response to hypoxia and nitric oxide biosynthetic process. Moreover, KEGG pathway analysis revealed only five pathways that were related to “HIF-1 signaling pathway”, “Glycolysis/Gluconeogenesis”, “Biosynthesis of amino acids”, “Central carbon metabolism in cancer” and “Carbon metabolism” (Table 2; Figures S4 and S5).

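Of the 9 genes of the hypoxia term that were in the paper's list, 9 rose in infected BMDCs in edgeR's quasi-likelihood test. They include Egln3, a prolyl hydroxylase that marks HIF for degradation, which rose from 1.59 ± 0.109 to 98.3 ± 39.9 normalized CPM (SD, n = 2 and 3), a log2 FC of 5.95 (standard error 0.73, adjusted p = 0.0101), and Fam162a (log2 FC 2.81, adjusted p = 0.0243). Of the 6 genes of the nitric oxide term, 6 rose, among them Tspo (log2 FC 2.07, adjusted p = 0.0208) and Clu (log2 FC 2.76, adjusted p = 0.0273). These genes were chosen on the same samples, so their direction is not independent evidence. Of the 9 hypoxia calls, 2, 0, 5, 1, 3 and 6 held without naïve replicates 1 and 2, infected replicates 1 to 3 and fixed-parasite replicate 3, and of the 6 nitric oxide calls, 0, 0, 1, 0, 1 and 3.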

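All 11 genes of the HIF-1 pathway in Table 2 rose in infected BMDCs, 7 of 8 for glycolysis, 8 of 9 for biosynthesis of amino acids, 6 of 7 for central carbon metabolism and 7 of 8 for carbon metabolism. Pgm1, a phosphoglucomutase gene, rose by a log2 FC of 2.62 (adjusted p = 0.012 from edgeR's quasi-likelihood test). The exception in each of the other 4 pathways was Pkm, the gene of pyruvate kinase, with 1.90 (adjusted p = 0.0562), which shares 34.7% of its 31-base words with other genes. Pdgfrb, a growth factor receptor gene, rose by 3.39 (adjusted p = 0.018), and Ass1, of arginine synthesis, by 1.82 (adjusted p = 0.0382), although 43.1% of its 31-base words occur in other genes. The genes of Table 2 were chosen on these samples. Of the 11 HIF-1 calls, 1, 0, 2 and 5 held without naïve replicates 1 and 2 and infected replicates 2 and 3, and 7 with an offset for transcript length. In each of the other 4 pathways at most 1 call held without naïve replicate 1, naïve replicate 2 or infected replicate 2, and at most 3 without infected replicate 3.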

GO terms in fixed parasites-containing BMDCs were significantly enriched for both the up- and downregulated set of genes, while the identified terms were associated with immune responses and infectious diseases (File S2B,C). Specifically, GO terms of upregulated DEGs were associated with “Positive regulation of peptidyl-tyrosine phosphorylation” and “Nitric oxide biosynthetic process” (Figure 8a), whereas terms of downregulated DEGs were associated with functions such as regulation of inflammation, cytokine production and leukocyte migration (Figure 8b). 

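Of the genes the paper lists under these terms for BMDCs containing fixed parasites, 5 of 6 rose for peptidyl-tyrosine phosphorylation and 5 of 5 for nitric oxide, and 11 of 12 fell for leukocyte migration, in edgeR's quasi-likelihood test. Lrp8, a lipoprotein receptor gene, rose by a log2 FC of 2.09 (adjusted p = 0.0323), and Itga5, an integrin gene, by 1.87 (adjusted p = 0.0279). Trpm2, a cation channel gene, fell by a log2 FC of -2.72 (standard error 0.31, adjusted p = 0.00668), and Ptpn22, a phosphatase gene, by -3.66 (standard error 0.39, adjusted p = 0.00668). Agrn had 2.12 (adjusted p = 0.0564). These genes were chosen on the same samples. Of the 11 migration calls, 3, 0, 7 and 2 held without naïve replicates 1 and 2, infected replicate 2 and fixed-parasite replicate 3. Of the 5 calls of either other term, 0 held without naïve replicate 1, naïve replicate 2 or fixed-parasite replicate 3.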

On the contrary, KEGG pathways were significantly enriched only for the downregulated DEGs and were associated with “Chagas disease”, “Lysosome”, “Other glycan degradation”, “C-type lectin receptor signaling pathway” and “Malaria” (Table 3).

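Of the genes in Table 3, 7 of 8 fell in BMDCs containing fixed parasites for Chagas disease, 7 of 8 for the lysosome, 3 of 4 for glycan degradation, 6 of 7 for C-type lectin receptor signaling and 3 of 5 for malaria (edgeR's quasi-likelihood test). Man2b1, a lysosomal mannosidase gene, fell from 1875 ± 687 to 310 ± 41.8 normalized CPM (SD, n = 2 and 3), a log2 FC of -2.60 (standard error 0.35, adjusted p = 0.0132). Clec4b1, a lectin gene, fell by -3.44 (adjusted p = 0.0147) and Klrb1a, another lectin gene, by -4.42 (adjusted p = 0.0268). Fuca1, Egr2 and Itgal had -1.38, -1.42 and -1.79 (adjusted p = 0.0576, 0.0562 and 0.0569).
Of 37 lysosomal genes fixed before the data were examined, 7 fell and 30 did not pass (2 rose and 14 fell when adjusted over the list alone). The adjusted p from camera was 1.37e-05 with a preset correlation, and adjusted p = 0.52 with an estimated correlation. The paper's File S1 holds 9 of the 37 genes. The macrophage marker Adgre1 fell with them (log2 FC -2.27, adjusted p = 0.0183). Of the 7 lysosome calls, 2 and 0 held without naïve replicates 1 and 2, 4 without infected replicate 2, 0 without fixed-parasite replicate 3 (0 in all 5 pathways without naïve replicate 2 or this one) and 1 when only these 2 groups were fitted.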

## 4. Discussion

*Leishmania* parasites and host antigen-presenting cells interactions are quite perplexing and hold a key role on the final outcome of leishmaniasis. The early response of DCs infected with *Leishmania* parasites and how this profoundly impacts on the subsequent adaptive immune response is of high interest, based on DCs role in growth and survival of the parasite and the eventual susceptibility of the host [53,54,55,56,57,58]. In the present study, the ability of BMDCs to internalize *L. infantum* was investigated by incubating BMDCs with live parasites at different ratios for 24 h. Our results showed that almost 50% of BMDCs were effectively infected by *L. infantum* promastigotes as evidenced by the successful transformation to amastigotes, the intracellular form of the parasite. These data were in accordance with previous studies concerning the infection rate of BMDCs exposed to *L. infantum* [53,55]. Furthermore, co-culture of BMDCs with promastigote forms of dermotropic species of the parasite, such as *L. major*, *L. amazonensis* and *L. braziliensis* resulted in similar rates of infectivity with parasites being able to survive and multiply inside BMDCs [53,58,59]. 

As DCs are known to orchestrate the immune response to infection, it was of high interest to study the effect of virulent compared to fixed *L. infantum* promastigotes internalization on BMDCs’ maturation. Phagocytosis of virulent parasites from BMDCs inhibited their maturation, also accompanied by inhibition of bystander population’s maturation. Similarly, it has been shown that *L. infantum* infection of BMDCs induces TNFα and IL-10 production, whereas IL-12 production and CD40 expression remained unaffected compared to non-infected cells [23]. Moreover, Neves et al. supported that *L. infantum* promastigotes do not induce upregulation of CD40 and CD86 expression [55]. However, in the case of human DCs, *L. infantum* and *L. braziliensis*, as well as *L. amazonensis* are capable of inducing an increase in CD86 expression [53]. Interestingly, fixed parasites induced strong expression of all co-stimulatory molecules tested, implying that active infection hampered DCs activation, which piqued our interest to shed light on DCs–parasite interaction and the pathways used by the parasite to overcome the host’s defense mechanisms by applying RNA-seq.

Since only 50% of the BMDCs were infected by *L. infantum* parasites in our system, this could result in diluted biological signals due to the presence of uninfected DCs. To overcome this major challenge, we isolated double–sorted (CD11c^+^CFSE^+^) BMDCs by flow cytometry and determined global gene expression pattern in total RNA isolated exclusively from double sorted populations. 

Our findings showed that among the reads generated from the whole sample, 60% of them were mapped to the mouse genome and 40% to the parasitic genome, contrary to fixed-harboring DCs, where about 90% of the reads were mapped to the mouse genome verifying the active infection. In macrophages infected with *L. donovani* parasites, 67% of reads mapped to the mouse genome and this percentage may depict the proportion of RNA molecules from mouse or parasite [60]. It is noteworthy that among the deregulated genes in the two groups, 52 genes were commonly upregulated and 76 were downregulated, while a larger number of genes was exclusively upregulated in infected BMDCs compared to those downregulated, indicating that infection activates BMDCs. 

Gene set enrichment analysis in our experimental system revealed that transcriptome of *L. infantum*-infected BMDCs, 24 h post infection, was significantly enriched in upregulated genes encoding for molecules such as glucose, slc2a1, pfkl, pdk1 and grhpr, suggesting a metabolism shift to aerobic glycolysis. Glycolysis is a basic metabolic process that in some cases produces energy in the form of ATP and NADH via conversion of glucose into pyruvate. This phenomenon is similar to the Warburg effect on cancer cells [61]. During Warburg metabolism, an increased glucose uptake is conducted by the cell, generating pyruvate and other glycolytic intermediates storage that are used to meet the need in energy wanted for cell proliferation [62]. Macrophages and BMDCs undergo metabolic changes in response to environmental stimuli [12,14,15,63,64]. The effect, though, of intracellular pathogens on cellular metabolism is characterized by high complexity and has not been studied in depth, since cells of the host undergo metabolic changes either to directly kill pathogens or to restrict their access to essential nutrients [65,66]. On the other hand, pathogens have evolved mechanisms to subvert host cell metabolism for their own benefit. It has been shown that anabolic and catabolic demands of DCs are increased when cells have to adapt in an inflammatory milieu caused by infection. In such a case, redirection of certain metabolic pathways is observed in order to support DCs functions [9]. Typically, DCs meet the need for energy supply and biomolecules synthesis through oxidative phosphorylation and oxidation of fatty acids [67]. Recent evidence suggests that DCs alter their metabolic program to anaerobic glycolysis, characterized by conversion of pyruvate to lactate, once the pathogen is recognized via PAMP molecules [11,15].

In the same context as our findings, increased transcription of aldoa, pfk and eno2 has been observed in macrophages infected with *L. major*, 3 h post infection, supporting the activation of aerobic glycolysis in these cells [28]. The difference in the timepoint of metabolism switching, compared to our results, could possibly be attributed to the different role of DCs compared to that of macrophages. Similarly, *L. infantum* induces a significant increase in pfk and pdk1 genes exclusively in infected and not in bystander bone marrow macrophages, also demonstrating a rapid swift to aerobic glycolysis [68]. Moreover, in accordance with pervious findings by Rabhi et al. and Moreira et al. the swift to aerobic glycolysis is induced only by live parasites and not by those chemically inactivated suggesting the active role of the parasite in the host’s metabolism subversion [28,68]. 

Regarding other pathogens, a study from Hardgrave et al., supports that infection of BMDCs with *Toxoplasma gondii*, an obligate intracellular parasite, induces aerobic glycolysis in host cells [69]. Bacterial infections are also known for shifting host cell’s metabolism. Similarly to our findings, *Mycobacterium tuberculosis* infection of macrophages induces upregulation of glycolytic enzymes and transporters that are essential for glucose uptake [70]. Moreover, dendritic cells infected with active influenza A virus show a metabolic switching that plays an important role in immune response to infection [71]. Furthermore, human dendritic cells stimulated with *Aspergillus fumigatus* are characterized by enhanced uptake of glucose resulting in increased lactate release, implying glycolysis induction [13]. As a conclusion, all the above data suggest that switching to aerobic glycolysis is a common mechanism observed in DCs infected with pathogens.

Recently, a key role has been attributed to HIF-1a regarding the induction of glycolysis, since it regulates the expression of several enzymes that play a role in glucose metabolism [20]. In the experimental model of chronic visceral leishmaniasis, it has been shown that HIF-1a contributes to *L. donovani* infection establishment, through abrogation of IL-12 production by splenic DCs leading to limited expansion of the Th1 cell [72]. In our experimental system, GO enrichment and KEGG analysis in BMDCs infected by *L. infantum* revealed significant enrichment of terms and pathways associated with hypoxia, HIF-1 signaling and Glycolysis/Gluconeogenesis, highlighting the role of these pathways in infection. Hammami et al. demonstrated the important role of the IRF-5/HIF 1a transcription factor axis in the prevention of CD8^+^ T cells expansion by DCs [73], whereas regarding iNOS, it has been shown that when expressed under HIF-1a axis, it inhibits OXPHOS through the produced NO, thus resulting in the impairment of GM-DCs to stimulate T cells in the long term [12].

Except from glycolysis induction, we found that *L. infantum* favored the synthesis of saturated fatty acids, while genes preventing cholesterol accumulation were downregulated raising the possibility of cholesterol accumulation. It has previously been shown that *L. major* infection of macrophages inhibits the efflux of cholesterol in the genome level and induces triacylglycerides synthesis suggesting a disturbance of cholesterol homeostasis that may lead to cholesterol accumulation and foam cell formation [28]. Among the de-regulated genes found in our study was cyp27a1 that is known to be involved in degradation of cholesterol by promoting fluid membrane formation that leads to defective antigen presentation [74,75]. The disruption of host membrane structure by the *Leishmania* parasite results in altered IFNγ receptor conformation and thus in defective IFNγ signaling with compromised antileishmanial activity [76], as evidenced in our results by downregulated Ifngr1 expression. Moreover, *Leishmania*, by decreasing cholesterol in the host cells’ membrane, alters the conformation of MHC II, possibly contributing to a faster dissociation of the peptide to be presented, hampering antigen specific T cell activation [77]. Furthermore, membrane dissociation also leads to CD40 miss-localization into the non-graft regions, enhancing *Leishmania* infection mediated by IL-10 rather than controlling IL-12 production [78]. This mechanism may be related to inhibition of BMDCs maturation after infection with *Leishmania,* also found in our study to affect T cell activation and the subsequent immune response to the parasite. 

Defective antigen-presentation of infected BMDCs to T cells resulting in inhibition of their proper activation was further evidenced by the finding that *L. infantum* affected the transcription of only a small number of immune-related genes, among which are genes associated with T cell tolerance, such as HAVCR1, also known as Tim-1, CEACAM1 and DC-SIGN. Tim-1′s signal transduction has been associated with increased IL-4 production by differentiated Th2 cells [79], while the immunosuppressive capacity of CEACAM1 is exploited by several pathogens of bacterial and viral origin, since CEACAM-specific adhesins allow these pathogens to attach, invade and colonize host cells [80]. DC-SIGN, abundantly expressed by DCs in vitro and in vivo, mediates adhesion with T cells by binding ICAM-3 with high affinity [81]. Thus, the *Leishmania*-induced downmodulation of DC-SIGN impairs DCs-T cell interaction.

Importantly, co-culture of either CD4^+^ or CD8^+^ T cells with *L. infantum*-infected BMDCs resulted in their defective activation shown by their inability to proliferate, which may be the result of the acquired tolerogenic phenotype of BMDCs, characterized by increased expression levels of CD200 and CD273 molecules. It has been shown that among the strategies that *Leishmania* parasites have evolved to undermine host defense mechanisms is the induction of CD200-CD200R signaling pathway. CD200 and CD200R molecules are involved in the downregulation of myeloid and lymphoid cells via the inhibition of mitogen kinases such as PI3K and ERK (reviewed in [82]). Cortez et al., have demonstrated that *L. amazonensis* induces the expression of CD200 molecule in host macrophages favoring parasite’s replication [83]. CD273, also known as PD-L2, is a ligand of PD-1 molecule mainly expressed in APCs. Engagement of PD-1 by PD-L2 results in inhibition of proliferation and cytokine production by CD4^+^ T cells mediated via T cell receptor (TCR) [84]. Importantly, in clinical VL, exhausted populations have been detected, mainly consisted of CD8^+^ T cells and less by CD4^+^ T cells [85]. Thus, in keeping with the literature, our results demonstrate that the increased expression of both CD200 and CD273 molecules in surface of *L. infantum*-infected BMDCs further supported the acquisition of a suppressive phenotype.

Paradoxically, along with the suppressor molecules we found increased levels of mif, il1 and il36 expression. Regarding pro-inflammatory cytokines IL-1 and IL-36, these are associated with the onset of an effective immune response against *Leishmania* infection and are represented by Th1 profile [86]. Moreover, MIF chemokine prevents activation-induced apoptosis and promotes sustained expression of inflammatory factors such as TNF-α and nitric oxide, acting as a survival factor [87], while when it is expressed under HIF-1a axis it promotes *L. amazonensis* killing under hypoxic conditions [88]. The above findings reflect the constant battle between the host and the parasite for dominion over each other, which does not always end with only one winner.

On the other hand, fixed *L. infantum* entrance in BMDCs favored OXPHOS for energy production. Moreover, DEGs in BMDCs hosting fixed parasites suggested that these cells lead to differentiation of T cells into Th17 subpopulation by the increased levels of il6 and il23 genes found. It is known that IL-6 along with TGF-β induce the development and maintenance of Th17 effector cells through upregulation of the IL-23 cytokine and its receptors [89], which have been associated with protection against visceral leishmaniasis [90].

## 5. Conclusions

In conclusion, our findings support the notion that *Leishmania* parasites affect DCs phenotype by hampering maturation and increasing the expression of immune checkpoint molecules eliciting suppressive immune responses. Moreover, genes exclusively increased in *L. infantum*-infected BMDCs imply a metabolism rewiring towards glycolysis. On the contrary, genes exclusively deregulated in BMDCs harboring glutaraldehyde-fixed *L. infantum* were mainly involved in inflammatory reactions suggesting differentiation to Th17 populations. A full elucidation of the role of immunometabolism in DCs–*Leishmania* interplay can propose candidate molecules as new therapeutic interventions against leishmaniasis. 

## Figures and Tables

**Figure 1:**
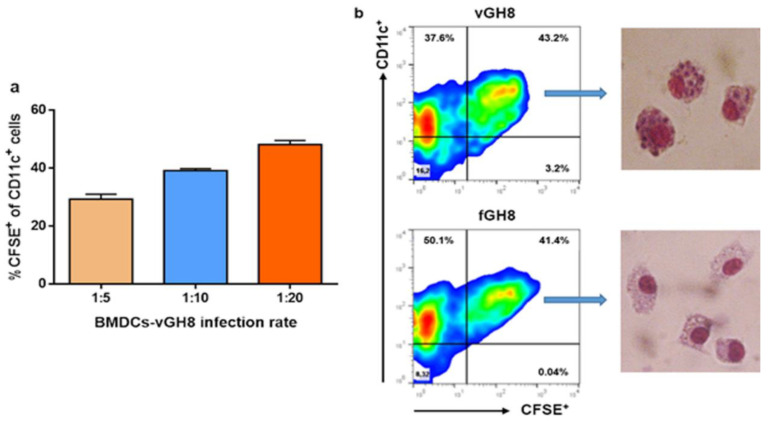
Evaluation of BMDCs’ ability to internalize the promastigote form of *L. infantum* parasites: (**a**) *L. infantum* promastigotes stained with CFSE were added to BMDCs in vitro cultures at different infection ratios, i.e., 1:5, 1:10, 1:20 and sampled at 24 h in order to assess the best ratio by flow cytometry analyses. Percentages of CFSE^+^ BMDCs were estimated. The mean ± SD of three independent experiments is shown. (**b**) Representative flow cytometry analyses plots at infection ratio of 1:20 for *L. infantum*-infected and fixed parasite-harboring BMDCs are shown with the respective Giemsa-stained microscopic analyses in the selected populations.

**Figure 2:**
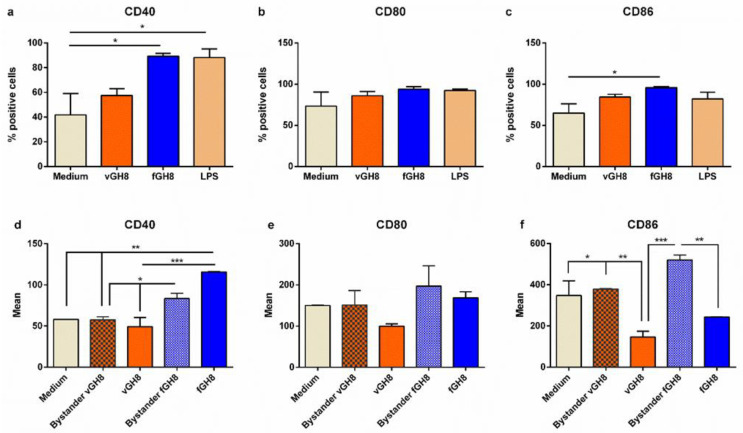
Evaluation of maturation of *L*. *infantum*-infected BMDCs and fixed parasite-harboring BMDCs. Populations expressing: (**a**) CD40, (**b**) CD80 and (**c**) CD86 co-stimulatory molecules were detected by flow cytometry. (**d**–**f**) The surface co-stimulatory molecules were further analyzed in bystander and *L*. *infantum*-infected BMDCs and fixed parasite-harboring BMDCs expressed as Mean (mean fluorescence). The mean ± SD of three independent experiments is shown (*: *p* < 0.05, ** *p* < 0.01, ***: *p* < 0.001).

**Figure 3:**
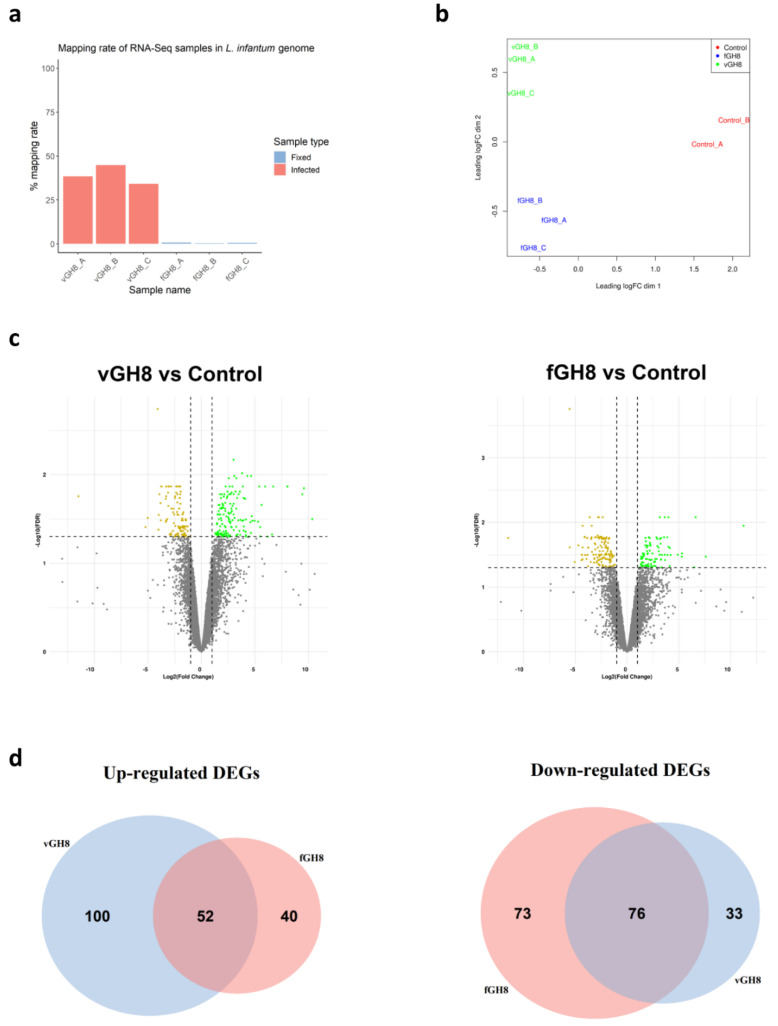
Identification of differentially expressed genes (DEGs) in *Leishmania*-infected BMDCs (vGH8) and BMDCs harboring fixed parasites (fGH8): (**a**) Mapping rates of RNA-seq samples in *L. infantum* genome; (**b**) Multidimensional scaling (MDS) plot of DEGs in *Leishmania*-infected BMDCs (vGH8), BMDCs harboring fixed parasites (fGH8) and naïve BMDCs (Control); (**c**) Volcano plots showing differential expression analysis between vGH8 versus Control and fGH8 versus Control BMDCs. Up- and downregulated genes (FDR < 0.05) are depicted with green and yellow, respectively; (**d**) Venn diagrams portraying the number of exclusively and common up- (left) and downregulated (right) genes for each comparison.

**Figure 4:**
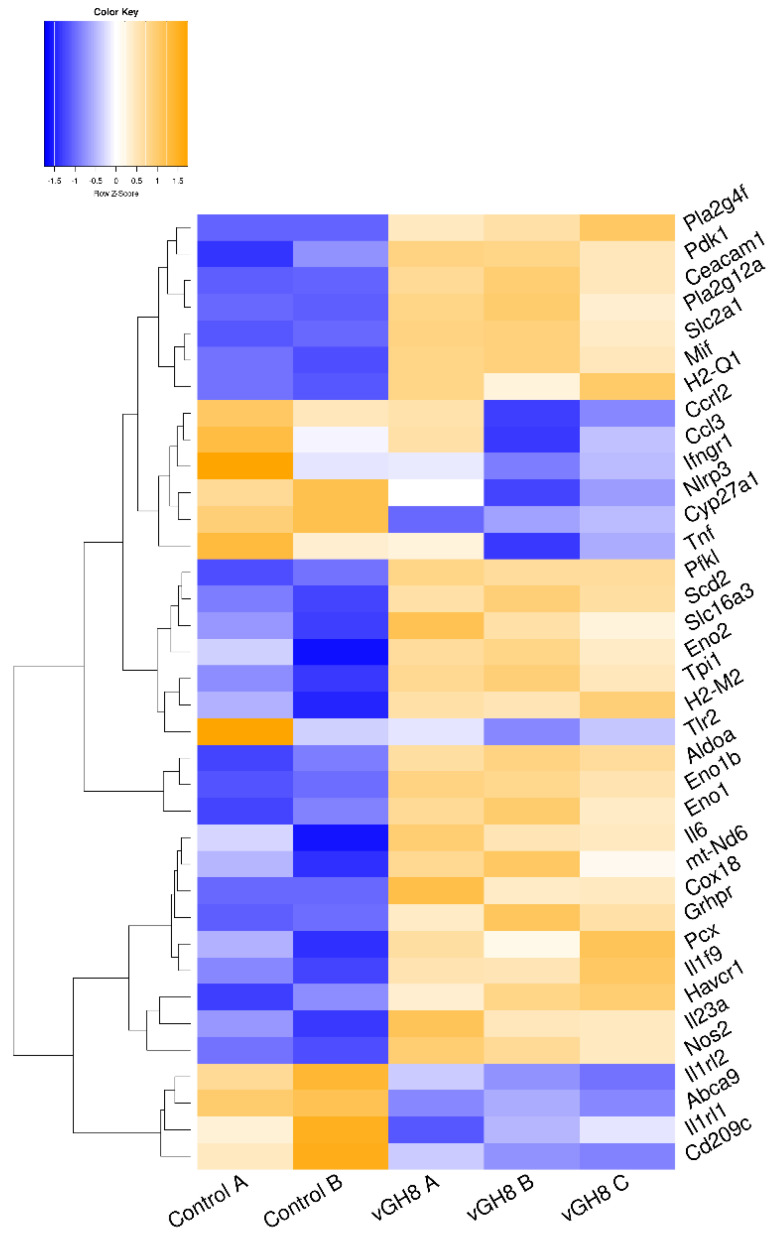
Unsupervised hierarchical clustering based on expression of metabolism-related DEGs between vGH8 versus Control BMDCs.

**Figure 5:**
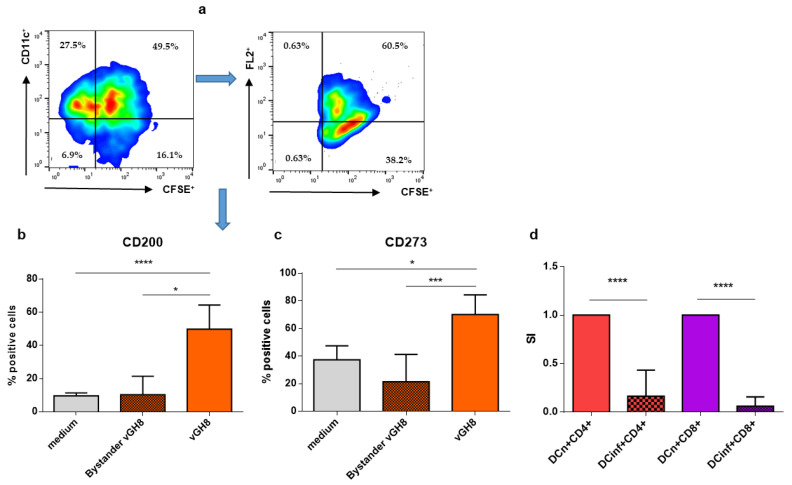
Effect of *L. infantum* infection of BMDCs on the expression of immune checkpoint molecules and on T cell proliferation/activation: (**a**) Representative dot plots of the gating strategy to isolate/discriminate CD200 and CD273 (PD-L2) expressing parasite-infected BMDCs from by-stander BMDCs. (**b**) CD200 and (**c**) CD273 molecules were detected in bystander and *L. infantum*-infected BMDCs by flow cytometry. (**d**) BMDCs exposed to *L. infantum* were co-cultured with CD4^+^ or CD8^+^ T cells isolated from spleen obtained from a naïve mouse for 96 h. The final 18 h, cultures were pulsed with 0.5 µCi of [^3^H]-TdR. The mean ± SD of three independent experiments is shown (*: *p* < 0.05, ***: *p* < 0.001, ****: *p* < 0.0001).

**Figure 6:**
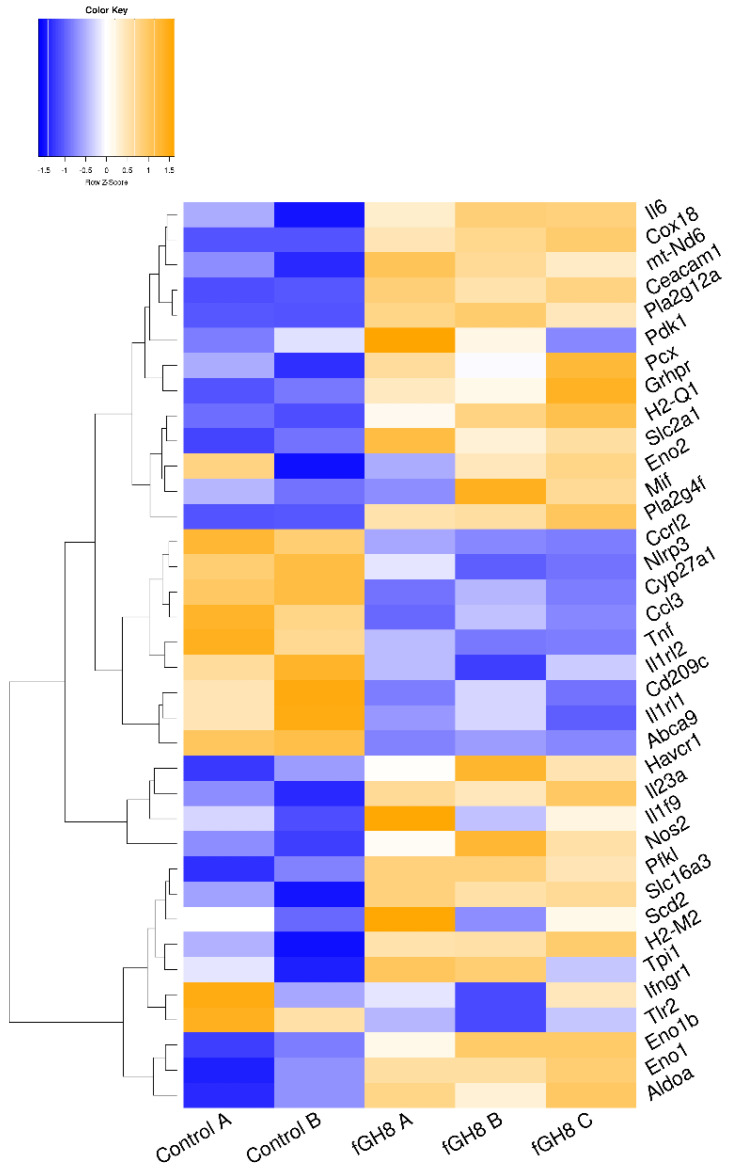
Unsupervised hierarchical clustering based on expression of metabolism-related DEGs between fGH8 versus Control BMDCs.

**Figure 7:**
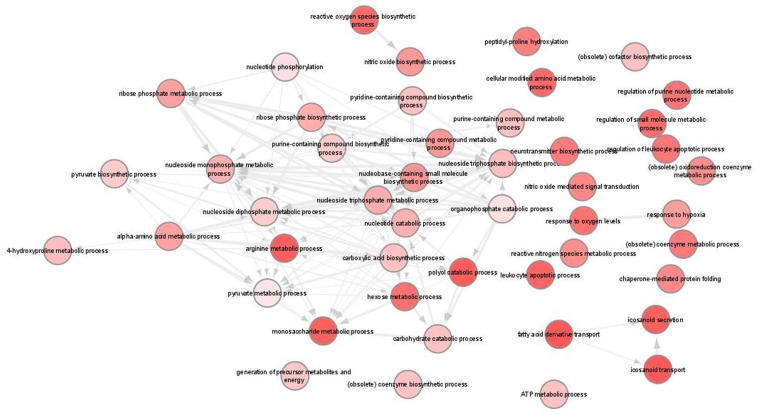
Gene ontology (GO) enrichment analysis in *L. infantum* infected BMDCs summarized by REVIGO. Graph shows biological processes enriched (parents GO terms) in upregulated genes (Benjamini-Hochberg *p*-value < 0.01). Highly similar GO terms are linked by edges. Bubble color indicates the user-provided *p*-value. GO terms that are highly similar are linked by edges in the graph, where the degree of similarity is indicated by the line width [45].

**Figure 8:**
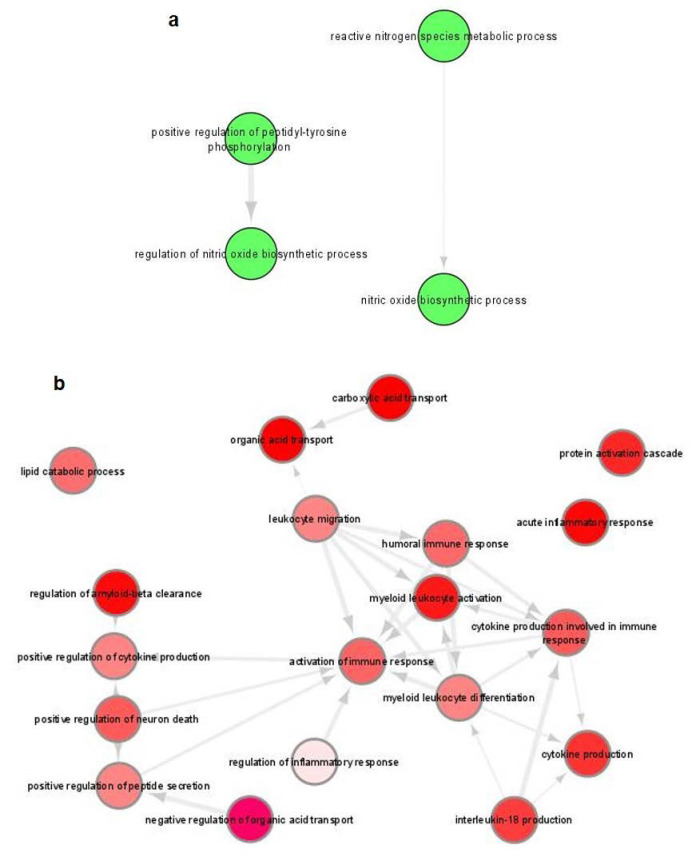
Gene ontology (GO) enrichment analysis of DEGs in fixed parasites-harboring BMDCs summarized by REVIGO. Graph shows biological processes enriched (parents GO terms) in: (**a**) upregulated and (**b**) downregulated genes (Benjamini-Hochberg *p*-value < 0.01). Highly similar GO terms are linked by edges. Bubble color indicates the user-provided *p*-value. GO terms that are highly similar are linked by edges in the graph, where the degree of similarity is indicated by the line width [45].

**Table 1:** Antibodies used for phenotypic analysis by flow cytometry.

Antibody	Fluorochrom Conjugate	Clone	Dilution/Concentration	Company	City and Country of Production
CD11c	PE	HL3	1/100	BD Biosciences	Erembodegem, Belgium
CD40	R-PE	3/23	1/100	BD Biosciences	Erembodegem, Belgium
CD80	R-PE	16-10A1	1/100	BD Biosciences	Erembodegem, Belgium
CD86	R-PE	GL	1/100	BD Biosciences	Erembodegem, Belgium
CD200	PE	OX90	0.25 µg/test	Invitrogen	San Diego, CA, USA
CD273	PE	TY25	0.06 µg/test	Invitrogen	San Diego, CA, USA

**Table 2:** KEGG pathways enriched by upregulated DEGs in *L. infantum*-infected BM-DCs.

KEGG Pathway	Gene Symbol	Adjusted *p* Value
mmu04066~HIF-1 signaling pathway	Pfkl, Eno2, Slc2a1, Egln3, Eno1b, Nos2, Pgk1, Eno1, Egln1, Aldoa, Pdk1	4.3 × 10^−7^
mmu00010~Glycolysis/Gluconeogenesis	Pfkl, Eno2, Pgm1, Tpi1, Pgk1, Eno1, Aldoa, Pkm	4.3 × 10^−7^
mmu01230~Biosynthesis of amino acids	Pfkl, Eno2, Eno1b, Tpi1, Pgk1, Eno1, Aldoa, Ass1, Pkm	1.28 × 10^−6^
mmu05230~Central carbon metabolism in cancer	Pfkl, Slc2a1, Pdgfrb, Slc16a3, Pdk1, Fgfr3, Pkm	1.01 × 10^−4^
mmu01200~Carbon metabolism	Pfkl, Eno2, Eno1b, Tpi1, Pgk1, Eno1, Aldoa, Pkm	4.24 × 10^−4^

**Table 3:** KEGG pathways enriched by downregulated DEGs in *L*. *infantum*-infected BM-DCs.

KEGG Pathway	Gene Symbol	Adjusted *p* Value
mmu05142: Chagas disease	Ifngr1, Ccl3, Gna15, C1qa, Mapk14, Tnf, 1qc, Tlr2	0.0006
mmu04142: Lysosome	Man2b1, Ctse, Cd164, Hexb, Gm2a, Ctsf, Glb1, Fuca1	0.0014
mmu00511: Other glycan degradation	Man2b1, Hexb, Glb1, Fuca1	0.0014
mmu04625: C-type lectin receptor signaling pathway	Clec4b1, Cd209c, Mapk14, Tnf, Nlrp3, Egr2, Pak1	0.0031
mmu05144: Malaria	Klrb1a, Tnf, Klrb1b, Tlr2, Itgal	0.0069

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [91] and are accessible through GEO Series accession number GSE204807 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204807 (accessed on 25 May 2022)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms10071271/s1. Figure S1. Unsupervised hierarchical clustering based on expression of DEGs between vGH8 versus Control and fGH8 versus Control BMDCs. Figure S2. STRING cluster analyses of DEGs in *L*. *infantum*-infected BMDCs. Gray lines correspond to active interactions. Figure S3. STRING cluster analyses of DEGs in fixed parasite-harboring BMDCs. Gray lines correspond to active interactions. Figure S4. Glycolysis/Gluconeogenesis signaling pathway. Glycolysis/Gluconeogenesis pathway present in the KEGG database was significantly enriched in upregulated genes of *L. infantum*-infected DCs versus control cells. Benjamini–Hochberg false discovery rate was used for correction of enrichment *p* values and a threshold of *p*-value < 0.01 was applied. Visualization of KEGG pathways and targeted members was conducted with R package Pathview. Figure S5. HIF1 signaling pathway. HIF1 signaling pathway present in the KEGG database was significantly enriched in upregulated genes of *L. infantum*-infected DCs versus control cells. Benjamini–Hochberg false discovery rate was used for correction of enrichment *p* values and a *p*-value < 0.01 threshold was applied. Visualization of KEGG pathways and targeted members was conducted with R package Pathview. File S1. Differentially expressed genes (DEGs) in: (A) *Leishmania*-infected BMDCs and (B) in BMDCs harboring fixed parasites. File S2. Gene Ontology (GO) enrichment analysis of DCs exposed to *L. infantum* parasites. (A) Significantly enriched GO terms in upregulated genes in infected DCs. Significantly enriched GO terms in (B) upregulated and (C) downregulated genes in DCs harboring fixed parasites.

How the deposited data were processed for this re-analysis (not part of the article)

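The data are RNA-seq libraries of sorted mouse BMDCs, 2 of naïve cells, 3 of cells infected with live L. infantum and 3 of cells containing fixed parasites. According to the paper, the authors removed the reads of the parasite genome and assigned the remaining reads to a GENCODE mouse transcriptome with Salmon 1.2.1. The submitters' processing notes also name FastQC, cutadapt, edgeR and limma, without a version. The authors deposited an estimated count and a TPM value for each of 140992 transcripts in each library. The totals of the estimated counts, 12132908 to 32271807 per library, hold only reads assigned to mouse transcripts. The split of the libraries between host and parasite was not analysed here.

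From the deposited estimated counts, a sum per gene was made with the annotation of GENCODE release M21 (mm10), which matched all but 1201 transcripts, and was rounded to whole numbers. Of 26696 genes with reads, 16326 were kept by edgeR's filter with its default settings (a minimum count of 10 in at least the smallest group of 2 libraries and 15 in all). The counts were normalized by the trimmed mean of M values. The 3 groups were fitted together with edgeR's quasi-likelihood method, and infected against naïve, fixed-parasite against naïve and infected against fixed-parasite BMDCs were compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.246 with 5 residual degrees of freedom. The paper gives edgeR with quasi-likelihood tests, and its text does not name the filter, the normalization or the summary from transcripts to genes. Levels are counts per sample scaled to the normalized library size (normalized CPM) and are given as mean ± SD. The standard error given with a gene's log2 FC is that log2 FC, without its sign, divided by the square root of the test's F statistic. It was not estimated separately, and the comparison of log2 FCs with File S1 rests on it.

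In total 31 gene lists were written down before the data were examined, with the tables of the paper already read: glycolysis, HIF-1 targets, TCA cycle, respiratory chain (nuclear and mitochondrial), cholesterol synthesis, cholesterol efflux, fatty acid synthesis, phospholipases, DC maturation, MHC class I and class II presentation, cytokines, cytokine and pattern receptors, C-type lectins, interferon-stimulated genes, lysosome, heat shock, unfolded protein response, NRF2 targets, cell cycle, markers of macrophages, neutrophils, B cells, T and NK cells, eosinophils with basophils and mast cells, and erythroid cells, DC identity, structural non-coding RNAs, histones, and genes alike between mouse and trypanosomatids. Each list was tested with camera, with a preset correlation of 0.01 and with an estimated one. Of 90 tests, 33 passed with the preset correlation and 0 with the estimated one. The genes named are those the paper's results, tables and flow cytometry name, the 10 largest changes in each direction per comparison among called genes with a mean log2 CPM above 1 and no overlap between groups, and up to 4 members of each list with the lowest adjusted p. The values of File S1 had been seen when this rule was written. Some of the genes that the rule takes are not reported here.

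On simulated counts for infected against naïve BMDCs, with 15608 genes, the test recovered 82.6% of the genes changed 16-fold and called 7 unchanged genes. For infected against fixed-parasite BMDCs it recovered 2.17%, 34%, 68.8% and 87% of the genes changed 2-fold, 4-fold, 8-fold and 16-fold. Where a group had no read, a bound was taken against 3 counts over the group, and where it had 1 to 3 counts, the ratio is given with an exact 95% interval, which covers counting error only. For 127 genes, the share of words of 31 bases found in other genes was computed from the reference transcripts. No pair of libraries of the same group differed by as little as sampling noise, so every library counts as 1 replicate.

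The alternatives were DESeq2 and limma-voom, size factors by relative log expression, library size only, other settings of the quasi-likelihood method, other filters, an offset for transcript length, fits of 2 groups only, a block for the replicate number, protein-coding genes only and each library left out in turn. Counts rebuilt from the deposited TPM values were added after the data were seen. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Flow cytometry, T cell cultures and the enrichment analyses of the paper were not analysed here.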

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

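Of the tests in this part, only the one on granulocytes was chosen after its result was seen. The genes in this and the next paragraph are not discussed in the paper and lay above the naïve libraries in edgeR's quasi-likelihood test. In infected BMDCs, Gipr was at least 129-fold higher, with 3 counts over the naïve libraries as the floor. Adig, which had 1 count in the naïve libraries, had a ratio of 1007 (95% interval from counting error alone 180 to 39853). Vwa1 had a ratio of 257 (87.5 to 1252) and Myo18b of 96.7 (32.5 to 473), each over 3 naïve counts, and 25.3% of the 31-base words of Vwa1 occur in other genes. Mgarp rose by a log2 FC of 8.07, Hspa1b by 7.92, Hspa1a by 6.66 and Ndrg2 by 5.76. Of these 8 calls, 1 and 0 held without naïve replicates 1 and 2 (adjusted p of up to 0.214 and 0.359), 5, 3 and 4 without infected replicates 1 to 3 (up to 0.1, 0.136 and 0.109), and 6 without fixed-parasite replicate 3 (up to 0.0755). limma-voom called 4 of the 8 (up to 0.313), the fit with an offset for transcript length 5 (up to 0.0688), counts rebuilt from TPM, chosen after the data were seen, 0, and DESeq2 all 8.

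In BMDCs containing fixed parasites, Adig had a ratio of 3169 to its 1 naïve count (568 to 125212) and was at 10.1, 70.4 and 81.1 normalized CPM in the 3 libraries. Adh7, an alcohol dehydrogenase gene, was at least 80.6-fold higher, with 7.86, 0.305 and 4.0 normalized CPM. Myo18b had a ratio of 204 (69.4 to 990) and Cabp1 of 138 (47 to 673), each over 3 naïve counts. Perp rose by a log2 FC of 6.35, Gsta3 by 5.40, Mgarp by 5.34, Ccr4, a chemokine receptor gene, by 4.39 and Wnk2 by 4.36. Trib3, a target of the unfolded protein response, rose by 5.82, with 52.4, 1.93 and 54.6 normalized CPM. Of these 10 calls, 1 and 0 held without naïve replicates 1 and 2 (adjusted p of up to 0.255 and 0.367), 6, 3 and 6 without infected replicates 1 to 3 (up to 0.0668, 0.0875 and 0.0733), and 7, 9 and 2 without fixed-parasite replicates 1 to 3 (up to 0.0574, 0.0576 and 0.14). limma-voom called 1 of the 10 (up to 0.323), the fit of only these 2 groups 3 (up to 0.141), the offset for transcript length 6 (up to 0.102), counts rebuilt from TPM 0, and DESeq2 all 10. With at least 10 counts in every library, only 1 of the genes of either comparison was tested, and was called.

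Hspa1a and Hspa1b, the stress-inducible HSP70 genes, were at 212 ± 144 and 141 ± 80.7 normalized CPM in infected BMDCs (SD, n = 3) and at 5.12 ± 1.97 and 5.05 ± 3.18 in BMDCs containing fixed parasites, a log2 FC of 5.37 and 4.80 (adjusted p = 0.0715 and 0.129, and 1.28e-36 to 0.375 and 1.8e-31 to 0.706 over the alternatives, both being called by DESeq2, limma-voom and the newer form of the quasi-likelihood fit, without a filter, and without fixed-parasite replicate 2 at 0.0223 and 0.0284). Against naïve BMDCs both calls were lost without naïve replicate 2 (adjusted p = 0.145 and 0.109) and that of Hspa1b without naïve replicate 1, and the genes share 70.1% and 68.1% of their 31-base words, mostly with each other, so that only their sum is certain. Parasite reads left on conserved mouse genes would raise such genes together, but 28 others most alike between mouse and trypanosomatids had a median log2 FC of -0.112 between the exposed groups (bootstrap standard error 0.133), and Hspa8, the constitutive relative, had 0.16, which argues against reads spread over conserved genes, while the parasite's own HSP70 sequence was not analysed here. A general heat shock response is argued against by the 13 other heat shock genes, with a median of -0.187 (standard error 0.196) and Dnajb1 the highest at 0.59. A response of these HSP70 genes alone to the live parasite stays open as a hypothesis and was not tested.

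The 20 glycolytic enzyme genes had a median log2 FC of 1.75 in infected against naïve BMDCs, and the 7 calls among them became 1 and 0 without naïve replicates 1 and 2, 1 and 2 without infected replicates 2 and 3, and 11 without fixed-parasite replicate 2. The infected libraries were the shallowest, but after every library was thinned to 12102104 reads in 5 draws, a median of 100% of the 7 calls was made again, which argues against depth. Granulocytes in the sort, which a CD11c gate should remove, are argued against as the source by leaving out infected replicate 1, where S100a8 and S100a9 were highest at 183.5 and 268.7 normalized CPM: the median of the enzymes was then 1.84, while that of 14 neutrophil markers, none of them in the paper's File S1 for this comparison, fell from 1.04 to 0.175 and that of 10 eosinophil, basophil and mast cell markers from 2.65 to 0.853 (a list fixed beforehand, whose use in this test was added after its values were seen). The naïve cells were sorted for CD11c alone and the exposed cells for CD11c and the parasite label, so the choice of cells by the sort is confounded with exposure and stays open. That the live parasite raises these transcripts is a hypothesis that these tests leave standing and do not establish.

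The 17 macrophage markers that were measured (18 listed, 5 of them in another list as well) had negative medians in both exposed groups, with 3 calls in infected and 6 in fixed-parasite BMDCs that became 2 and 2 without naïve replicate 1, 0 and 0 without naïve replicate 2, 1 and 6, 1 and 4, and 2 and 6 without infected replicates 1 to 3, 5 and 5 and 10 and 6 without fixed-parasite replicates 1 and 2, and 2 and 0 without fixed-parasite replicate 3. The 11 of them outside File S1 had a median log2 FC of -1.53 over both exposed groups (bootstrap standard error 0.246), from -2.37 for Mrc1 to 0.11 for Ms4a7. A lower share of macrophages among the sorted cells is a candidate explanation that this value is consistent with, as a median below -1 had been set for it beforehand, and the CD11c sort would not remove CD11c-positive macrophages of the culture. Lower transcription of these genes within DCs after uptake of parasites would give the same medians and was not tested, so it stays open as well.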

How the results depend on the processing

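Of the settings in this part, only the counts rebuilt from the deposited TPM were chosen after the data were seen. With 2 naïve libraries and 12132908 to 32271807 counts per library, the size of the lists depends on single libraries more than on the scaling. Size factors by relative log expression and the robust quasi-likelihood fit left the counts of calls over all genes, of glycolytic enzymes and of File S1 entries within 1.5 times those of the fit reported. Scaling by library size alone did so too except between infected and fixed-parasite BMDCs, where 1 gene was higher, and moved the median log2 FC of all genes in infected against naïve BMDCs from 0.01 to -0.111. In the other gene lists these 3 settings moved counts by at most 2 calls, the most for macrophage markers lower in infected BMDCs with library size alone (from 3 to 5). Among single genes and other values, 3651 were on the same side of the threshold or within the replicate spread, 886 were called in the fit reported and not in the alternative, 244 the other way round, 423 moved and 11 changed sign. The gene list tests passed 33 times with the preset correlation and 31 to 41 times in the other settings, and 0 times with an estimated correlation. Unless stated, the cause of a change was not tested.

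The counts that follow are those of genes higher and lower in infected BMDCs (118 and 97 in the fit reported), higher and lower in BMDCs containing fixed parasites (80 and 150), and higher and lower in both (44 and 74). DESeq2 gave 724 and 464, 665 and 549, and 416 and 263, the newer form of the quasi-likelihood fit 199 and 170, 158 and 272, and 78 and 119, and no filter on low counts 659 and 699, 592 and 698, and 371 and 420. With at least 10 counts in every library there were 161 and 135, 115 and 183, and 65 and 96. The offset for transcript length gave 65 and 45, 41 and 96, and 22 and 32, and fits of only the 2 groups compared 592 and 579, 15 and 58, and 13 and 45. Protein-coding genes alone gave 159 and 138, 119 and 195, and 63 and 97, limma-voom 103 and 65, 76 and 178, and 39 and 60, and counts rebuilt from TPM 0 for all of these.

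Between infected and fixed-parasite BMDCs, where edgeR's quasi-likelihood test called 0 genes, DESeq2 called 102 higher and 11 lower, the newer form of the fit 4 higher, no filter 171 higher and 106 lower, at least 10 counts 2 higher, protein-coding genes alone 2 higher and limma-voom 3 higher. Of the glycolytic enzymes, 7 in infected BMDCs and 0 in the other comparisons in the fit reported, DESeq2 called 11, 7 in fixed-parasite BMDCs and 5 between the exposed groups. No filter gave 12, 3 and 4, the offset for transcript length 4, 0 and 0, only the 2 groups compared 12, 0 and 0, and counts rebuilt from TPM 0 throughout. In fixed-parasite BMDCs 1 enzyme was called with the newer form of the fit, with at least 10 counts and with limma-voom. Of the 502 entries of File S1, the offset for transcript length called 210 again and counts rebuilt from TPM 0, against 399 in the fit reported. Of all calls, 54.9% were higher in infected and 34.8% in fixed-parasite BMDCs in the fit reported, 60.9% and 54.8% with DESeq2, 48.5% and 45.9% without a filter and 50.6% and 20.5% with only the 2 groups compared. DESeq2 kept 213 of the 215 and 228 of the 230 calls, and the offset for transcript length 100 and 121.

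Leaving out 1 library at a time gave 0 to 415 genes higher and 0 to 443 lower in infected BMDCs, 2 to 234 higher and 3 to 241 lower in fixed-parasite BMDCs, 0 to 27 higher and 0 to 6 lower between the exposed groups, 0 to 128 higher and 0 to 137 lower in both, 0 to 11 glycolytic enzymes in infected BMDCs and 2 to 462 entries of File S1. Against naïve BMDCs, each lowest value was that without naïve replicate 2, equalled for fixed-parasite BMDCs without fixed-parasite replicate 3 (3 lower), and each highest that without fixed-parasite replicate 1 or 2. Where a group kept 1 library, that library was taken to vary like the other groups.

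A fit with the replicate number as a block gave 67 and 50 genes in infected BMDCs, 20 and 62 in fixed-parasite BMDCs, 15 and 30 in both and 158 entries of File S1 called again. Same-numbered infected and fixed-parasite libraries deviated together with r of -0.145, 0.135 and 0.1, 1 of 3 over 0.1, and 2 of 6 libraries were closest to their own number. No pairing by number was detected, but 3 libraries per group are too few to exclude one.

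Signs changed for 3 genes. Atp2b4 had a log2 FC of 2.15 in infected BMDCs, -0.026 with an offset for transcript length and -0.045 with counts rebuilt from TPM. Cd80 had -0.02 in infected BMDCs, 0.10 with the replicate block and 0.09, 0.15 and 0.11 without naïve replicate 2, infected replicate 1 and infected replicate 3 (-0.39 to 0.15 over all libraries left out), and in fixed-parasite BMDCs -0.32, and 0.0034 without fixed-parasite replicate 3 (-1.31 to 0.0034). Cd86 had -0.28 in fixed-parasite BMDCs, 0.25 with an offset for transcript length and with counts rebuilt from TPM, and 0.12 and 0.14 without fixed-parasite replicates 1 and 3 (-1.83 to 0.14). Neither Cd80 nor Cd86 was called in any of these.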

Differences from the paper's values

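No test in this part was chosen after its result was seen; of all settings, counts rebuilt from TPM alone were chosen after the data were seen, and they reach none of the values below. The paper gives 25 M sequenced reads per sample, and the deposited counts of the infected libraries had a median total of 12.2 M (28.5 M and 20.2 M in the naïve and fixed-parasite libraries). The deposited totals hold only reads assigned to mouse transcripts, and none of the settings changes them.

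For mt-Nd6 in fixed-parasite against naïve BMDCs, the paper's File S1 gives a log2 FC of 3.06 and the value here was 3.61 (standard error 0.462). It came within the error of the paper's value without fixed-parasite replicate 1, at 3.31. In all other settings it did not, with 3.56 by limma-voom the lowest and 3.79 without fixed-parasite replicate 3 the highest. The other genes compared with File S1, 41 in infected and 39 in fixed-parasite BMDCs, had a log2 FC within the error of the paper's.

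Of the 502 entries of File S1, 399 were called here in the same direction at the paper's threshold. More were called by DESeq2 (481), without a filter on low counts (480), with the newer quasi-likelihood fit (470) and without fixed-parasite replicate 2 (462). Fewer were called with the offset for transcript length (210), the replicate number as a block (158), without fixed-parasite replicate 3 (112) and without infected replicate 2 (110). Of the genes the paper names from it, 35 of 41 were called in infected and 34 of 40 in fixed-parasite BMDCs by edgeR's quasi-likelihood test. The 6 not called in infected BMDCs were Scd2, H2-M2, Havcr1, Il1f9, Pkm and Ctse, with adjusted p = 0.0552, 0.0562, 0.051, 0.0582, 0.0562 and 0.0584. The FDR and p values of File S1 imply 11232 genes tested in each comparison, against 16326 here. At least 10 counts in every library left 11778 genes to test and no filter 26690, and both settings called these 6. DESeq2, no filter, at least 10 counts in every library, only the 2 groups compared, protein-coding genes alone, and leaving out fixed-parasite replicate 1 or 2 called each of Scd2, H2-M2, Il1f9, Pkm, Havcr1 and Ctse. The newer form of the fit called all but Pkm, the robust fit Scd2, H2-M2 and Havcr1, library size alone Havcr1 and Ctse, the replicate number as a block Havcr1 and Il1f9, and limma-voom Scd2, H2-M2 and Pkm.

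The 6 not called in fixed-parasite BMDCs were Cox18, Tlr2, Pgm1, Fuca1, Egr2 and Itgal, with adjusted p = 0.0503, 0.0569, 0.0577, 0.0576, 0.0562 and 0.0569. DESeq2, the newer form of the fit, no filter, at least 10 counts and protein-coding genes alone called all of them. The robust fit called Cox18, Egr2 and Itgal, size factors by relative log expression and the offset for transcript length Cox18, limma-voom Cox18 and Pgm1, and library size alone Fuca1. Cox18 was also called without infected replicate 3, Cox18 and Pgm1 without fixed-parasite replicate 1, and all but Tlr2 without fixed-parasite replicate 2.

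The paper names Il23a among the genes raised by fixed parasites, and its File S1 gives the paper's log2 FC of 4.11 (FDR 0.0473). Here it had 0 and 5 counts in the naïve libraries and 0 in each of the 3 libraries with fixed parasites, and was removed by the filter, so the deposited counts do not hold the reads that the paper's value for this gene needs. The paper places the genes it names for infected BMDCs in that group alone. Slc2a1, Pfkl, Grhpr, Pdk1, Ceacam1, Mif and Nos2 were called here in infected BMDCs and not in fixed-parasite BMDCs, whereas H2-Q1 was called in both, as were Abca9, Cyp27a1, Pla2g4f, Pla2g12a, Ifngr1 and Cd209c, which the paper itself reports for fixed parasites elsewhere. edgeR's test between the exposed groups called 0 genes (1044 at an unadjusted p under 0.05, 113 by DESeq2 and 3 by limma-voom). The paper describes libraries grouped by condition, from the genes it calls, with a weaker separation between the exposed groups. On all genes tested here, and on the leading 500 for the scaling, fixed-parasite replicate 2 lay among the infected libraries and fixed-parasite replicate 1 joined the clustering last, outside the naïve pair, while the nearest library was of the same group for 6 of 8 libraries over all genes and for 4 of 8 on the leading 500.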

Other observations

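No test in this part was chosen after its result was seen. Of 21 genes of DC maturation, 0 passed edgeR's quasi-likelihood test in infected against naïve BMDCs (13 at an unadjusted p under 0.05, 8 called by DESeq2 and 2 by limma-voom, and 7 higher when adjusted over the list alone), with a median log2 FC of 1.17. In fixed-parasite BMDCs 1 rose and 20 did not pass (9 rose over the list alone), with a median of 1.23. The one that rose was Cd200, from 37.5 ± 17.4 to 172 ± 44.9 normalized CPM (SD, n = 2 and 3), a log2 FC of 2.20 (adjusted p = 0.0282), and in infected BMDCs it was at 117 ± 12 (log2 FC 1.64, adjusted p = 0.0642). Its call was lost without naïve replicate 1 or 2, infected replicate 2 or fixed-parasite replicate 3, and 5 and 3 genes of the list were called without fixed-parasite replicates 1 and 2. Ccl22, a chemokine gene of mature DCs, had 2.51 in infected and 2.62 in fixed-parasite BMDCs (adjusted p = 0.0643 and 0.0571). camera with a preset correlation gave the list an adjusted p of 1.58e-06 and 8.38e-06, and adjusted p = 0.535 and 0.558 with an estimated correlation. Of 18 genes of MHC class I presentation, H2-Q1 alone rose in fixed-parasite BMDCs (12 rose over the list alone, median 1.24, camera adjusted p = 2.34e-08, and adjusted p = 0.446 with an estimated correlation), a call lost without any naïve or infected library or fixed-parasite replicate 3. Of 13 class II genes 0 passed there (3 at an unadjusted p under 0.05, 2 lower by DESeq2 and 0 by limma-voom, median -0.53).

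All 13 NRF2 targets and metallothioneins had a positive log2 FC in both exposed groups. In infected BMDCs 1 rose and 12 did not pass (11 rose over the list alone), with a median of 1.46, and in fixed-parasite BMDCs 0 passed edgeR's test (10 at an unadjusted p under 0.05, 5 by DESeq2, 1 by limma-voom and 8 over the list alone), with a median of 1.41. Mt2, a metallothionein gene, rose from 37.7 ± 3.79 to 575 ± 313 normalized CPM in infected BMDCs (SD, n = 2 and 3), a log2 FC of 3.93 (adjusted p = 0.0157), and 58.1% of its 31-base words occur in other genes. This call was lost without naïve replicate 1 or 2 or infected replicate 2. Slc7a11, the cystine transporter gene, had 1.84 and 1.66 in infected and fixed-parasite BMDCs (adjusted p = 0.0567 and 0.0718). camera gave an adjusted p of 2.09e-06 and 3.36e-05, and adjusted p = 0.446 and 0.513 with an estimated correlation. Of 25 interferon-stimulated genes, 0 passed in either group (2 and 3 at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 by limma-voom), with medians of 0.18 and 0.37. Of 18 genes of the unfolded protein response, Manf fell in infected BMDCs (log2 FC -1.81, adjusted p = 0.044), and Trib3 rose and Atf3 fell in fixed-parasite BMDCs (log2 FC 5.82 and -1.75, adjusted p = 0.0497 and 0.0332). Without either naïve replicate or fixed-parasite replicate 3 none of these 3 was called, and without infected replicate 2 none either, while 1, 2, 2 and 6 calls were made in the list without infected replicates 1 and 3 and fixed-parasite replicates 1 and 2.

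Other gene lists gave these counts against naïve BMDCs by edgeR's test, with the counts at an unadjusted p under 0.05, by DESeq2 and by limma-voom given for each 0. Of 29 HIF-1 targets, Egln3 alone rose in fixed-parasite BMDCs (log2 FC 3.65, adjusted p = 0.0282, 11 higher over the list alone), which was lost without naïve replicate 1 or 2. Between infected and fixed-parasite BMDCs 0 of the 29 passed (22, 15 and 1), with 22 higher over the list alone and a median log2 FC of 1.58 (camera adjusted p = 6.92e-18, and adjusted p = 0.309 with an estimated correlation). Of 18 C-type lectins, 5 fell in fixed-parasite against naïve BMDCs (median log2 FC -1.99), and 3, 0 and 0 without naïve replicates 1 and 2 and fixed-parasite replicate 3. Of 37 lysosomal genes, 3 fell in infected BMDCs, Cd164, Man2b1 and Glb1 (median -0.66), and 2, 0, 0, 0, 1, 6, 9 and 2 when each naïve, infected and fixed-parasite library in turn was left out. Of 14 phospholipase and eicosanoid enzyme genes, Pla2g4f and Pla2g12a rose and Tbxas1 fell in fixed-parasite BMDCs, the last call being lost without either naïve replicate, infected replicate 2 or fixed-parasite replicate 3. Of 15 heat shock genes, Hspa1a and Hspa1b rose in infected BMDCs and 0 passed in fixed-parasite BMDCs (3, 2 and 0). Of 70 nuclear-encoded respiratory chain genes 0 passed in infected BMDCs (17, 5 and 0), and of 12 genes of fatty acid synthesis and 21 of cholesterol synthesis 0 in fixed-parasite BMDCs (3, 1 and 0, and 6, 2 and 0). Of 28 genes alike between mouse and trypanosomatids 0 passed in infected (4, 1 and 0) and fixed-parasite BMDCs (6, 0 and 0), as did 0 of 7 histone genes (1, 0 and 0, and 0, 0 and 0). Of 21 cell cycle genes Bub1 rose in infected BMDCs (log2 FC 3.27, adjusted p = 0.0499), which held only without fixed-parasite replicate 1 or 2 when a library was left out, and 0 passed in fixed-parasite BMDCs (2, 0 and 0).

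Of 6 structural non-coding RNAs, Rn7sk and Rn7s1 rose in infected BMDCs (log2 FC 4.11 and 2.60, adjusted p = 0.0304 for both), and 0 passed in fixed-parasite BMDCs (2 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). Of their 31-base words, 72.8% and 100% occur in other genes. Both calls were lost without naïve replicate 1 or 2 or infected replicate 2 or 3, and that of Rn7sk without fixed-parasite replicate 3.

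Markers of cells other than macrophages were few among the calls. Of 10 markers of eosinophils, basophils and mast cells, Siglecf fell in fixed-parasite BMDCs, from 30.9 ± 24.5 to 1.78 ± 0.7 normalized CPM (SD, n = 2 and 3, log2 FC -4.11, adjusted p = 0.013), which was lost without naïve replicate 2 or fixed-parasite replicate 3 (2 calls without fixed-parasite replicate 2), and 0 passed in infected BMDCs (3 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). Between infected and fixed-parasite BMDCs the median of these 10 was 2.25, with 6 higher over the list alone (camera adjusted p = 1.76e-05, and adjusted p = 0.446 with an estimated correlation). Of 7 B cell markers, Ighm fell in fixed-parasite BMDCs (log2 FC -4.07, adjusted p = 0.0282), which was lost without naïve replicate 1 or 2, infected replicate 2 or fixed-parasite replicate 3, and 0 passed in infected BMDCs (2, 1 and 0). Of 14 neutrophil markers 0 passed in infected BMDCs (4, 3 and 0), of 4 T and NK cell markers 0 in either group (1, 0 and 0 in each), and of 2 erythroid markers 0 in either (0, 0 and 0, and 2, 1 and 0). Of 14 DC identity genes Kmo fell in infected and fixed-parasite BMDCs (log2 FC -3.87 and -3.39, adjusted p = 0.0166 and 0.025), the first call being lost without naïve replicate 2 or any infected replicate and the second without either naïve replicate or fixed-parasite replicate 3.

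For surface proteins that the paper measured by flow cytometry, which was not analysed here, the transcripts were as follows. Cd40 was at 86.6 ± 32.5 normalized CPM in naïve, 338 ± 116 in infected and 284 ± 152 in fixed-parasite BMDCs (SD, n = 2, 3 and 3), with an adjusted p of 0.107 and 0.146 against naïve BMDCs. Cd80 had an adjusted p of 0.988 and 0.837, and Cd86 of 0.707 and 0.902. Pdcd1lg2, the gene of CD273, had a log2 FC of 1.36 and 1.52 (adjusted p = 0.236 and 0.203).

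The 6 exposed libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 0 genes, so that all 10 were bound to call as many, and the highest of the others called 153. At an unadjusted p under 0.05 the real split had 1044 genes and that other one 3009, with 343 to 978 in the remaining 8. The split with 153 calls set infected replicates 1 and 2 with fixed-parasite replicate 2 against infected replicate 3 with fixed-parasite replicates 1 and 3, and points to a structure of the samples other than the groups.

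Genes without a read in 1 group allow only bounds, with 3 counts over that group as the floor. None of the next 6 was called by edgeR's test, so the bounds describe these libraries only. In infected BMDCs the mean of Adh7 was at least 29.2-fold and that of Pax5 at least 9.56-fold above the floor of the naïve libraries (adjusted p = 0.0766 and 0.226), and the naïve mean of Klrb1c at least 13.8-fold above that of the infected libraries (adjusted p = 0.132). In fixed-parasite BMDCs the bounds were 16.6-fold for Gipr and 17.7-fold for Hbb-bt on the higher side (adjusted p = 0.118 and 0.26), each gene having no read in 1 of the 3 libraries, and 59.3-fold for Cd209d on the lower side (adjusted p = 0.0542), with 23.6-fold and 95-fold from each naïve library alone. Rpl28-ps1 and Rsc1a1, all of whose 31-base words occur in other genes, were at least 614-fold and 216-fold lower in infected and 1060-fold and 375-fold lower in fixed-parasite BMDCs. From naïve replicate 1 alone these bounds would be 120-fold, 141-fold, 208-fold and 244-fold, and the reads of both may belong to other genes.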
